# PI3K signaling specifies proximal-distal fate by driving a developmental gene regulatory network in SOX9+ mouse lung progenitors

**DOI:** 10.7554/eLife.67954

**Published:** 2022-08-17

**Authors:** Divya Khattar, Sharlene Fernandes, John Snowball, Minzhe Guo, Matthew C Gillen, Suchi Singh Jain, Debora Sinner, William Zacharias, Daniel T Swarr

**Keywords:** chromatin accessibility, lung development, ATAC-Seq, lung distal tip progenitor cells, epigenomics, Mouse

## Abstract

The tips of the developing respiratory buds are home to important progenitor cells marked by the expression of SOX9 and ID2. Early in embryonic development (prior to E13.5), SOX9+progenitors are multipotent, generating both airway and alveolar epithelium, but are selective progenitors of alveolar epithelial cells later in development. Transcription factors, including *Sox9, Etv5*, *Irx*, *Mycn*, and *Foxp1/2* interact in complex gene regulatory networks to control proliferation and differentiation of SOX9+progenitors. Molecular mechanisms by which these transcription factors and other signaling pathways control chromatin state to establish and maintain cell-type identity are not well-defined. Herein, we analyze paired gene expression (RNA-Seq) and chromatin accessibility (ATAC-Seq) data from SOX9+ epithelial progenitor cells (EPCs) during embryonic development in *Mus musculus*. Widespread changes in chromatin accessibility were observed between E11.5 and E16.5, particularly at distal cis-regulatory elements (e.g. enhancers). Gene regulatory network (GRN) inference identified a common SOX9+ progenitor GRN, implicating phosphoinositide 3-kinase (PI3K) signaling in the developmental regulation of SOX9+ progenitor cells. Consistent with this model, conditional ablation of PI3K signaling in the developing lung epithelium in mouse resulted in an expansion of the SOX9+ EPC population and impaired airway epithelial cell differentiation. These data demonstrate that PI3K signaling is required for epithelial patterning during lung organogenesis, and emphasize the combinatorial power of paired RNA and ATAC seq in defining regulatory networks in development.

## eLife digest

Studying how lungs develop has helped us understand and treat often-devastating lung diseases. This includes diseases like cystic fibrosis which result from spelling mistakes known as mutations in a person’s genetic code. However, not all lung diseases involve mutations. Many other diseases, in both adults and children, are caused by genes failing to switch on or off at some point during lung development.

DNA is surrounded by various proteins which package it into a compressed structure known as chromatin. Cells can control which genes are turned on or off by modifying how tightly packed parts of the genetic code are within chromatin. Changes in chromatin accessibility, also known as ‘epigenetic’ changes, are a normal part of development, and guide cells towards specific jobs or identities as an organ matures. However, how this happens in the developing lung is poorly understood.

Here, Khattar, Fernandes et al. set out to determine how chromatin accessibility shapes development of the tissue lining the lungs, focusing on a group of progenitor cells which produce the protein SOX9. These cells are initially found at the tips of the early lung, where they go on to develop into the cells that line the whole of the mature organ.

Initial experiments used large-scale genetic techniques to measure gene activity and chromatin accessibility simultaneously in progenitor cells extracted from the lungs of mice. Khattar, Fernandes et al. were then able to predict the signaling pathways that shape the lung lining based on which genes were surrounded by unpacked chromatin, and determine the proteins responsible for these epigenetic changes. This included the signaling pathway Phosphatidylinositol 3 kinase (PI3K) which is involved in a number of cellular processes.

Additional experiments in mice confirmed that the PI3K pathway became active very early in lung development and remained so until adulthood. In contrast, mice lacking a gene that codes for a key part of the PI3K pathway had defective lungs which failed to develop a proper lining.

The data generated in this study will provide an important resource for future studies investigating how epigenetic changes drive normal lung development. Khattar, Fernandes et al. hope that this knowledge will help researchers to better understand the cause of human lung diseases, and identify already available ‘epigenetic drugs’ which could be repurposed to treat them.

## Introduction

Morphogenesis of the mammalian lung begins as an outpouching of a simple bud from the embryonic foregut, which branches and extends into the splanchnic mesoderm as the primitive respiratory tubules are formed. The tips of the lung bud are lined by highly proliferative epithelial progenitor cells marked by expression of the genes *Sox9* and *Id2* (Rawlins et al., 2009; Morrisey and Hogan, 2010). Over the course of early lung development, SOX9^+^ progenitor cells give rise to the entire complement of lung epithelium, from proximal airway epithelial cells to distal type I (AT1) and type II alveolar (AT2) epithelial cells (Rawlins et al., 2009; Laresgoiti et al., 2016; Nichane et al., 2017; Nikolić et al., 2017; Miller et al., 2018). Remarkable progress has been made in understanding the signaling pathways (e.g. *Wnt, Bmp*, *Shh*, retinoic acid [RA], and FGF signaling) and transcription factors that control development, differentiation, and maturation of the lung epithelium (Morrisey and Hogan, 2010; Swarr and Morrisey, 2015; Whitsett et al., 2019). Present understanding of how these various signals are integrated to establish respiratory epithelial cell identity remains limited; how this ‘cellular memory’ is disrupted over the course of the human lifespan during homestasis, repair after injury, and in various lung diseases is an area of active investigation.

Chromatin state serves as a medium through which various developmental and external stimuli are integrated into comprehensive cellular programs which enable regulatory proteins access to activate or repress gene expression. Epigenetic programs controlling progenitor cell identies are maintained in spite of repeated rounds of cellular division, fluctuating transcription factor levels, or dynamic inputs from various signaling pathways, (Klemm et al., 2019; Sheikh and Akhtar, 2019). Chromatin accessibility changes dynamically throughout development, to establish and maintain cellular identity in a variety of cell types and organ systems (Gorkin et al., 2017; Trevino et al., 2020). The extent to which changes in chromatin accessibility contribute to lung development as a diversity of mature epithelial cells differentiate from embryonic progenitors remains incompletely understood.

Chromatin accessibility, or ‘the degree to which nuclear macromolecules are able to physically interact with chromatinized DNA’ can now be measured in a relatively small number of cells using Assay for Transposible-Accessible Chromatin using sequencing (ATAC-Seq) (Buenrostro et al., 2013; Klemm et al., 2019), wherein Tn5 transposase inserts Illumina sequencing adapters into accessible regions of chromatin. Although accessible chromatin regions only make up a minority of the genome (2–3%), they account for a high proportion of the genomic loci bound by transcription factors, and are highly correlated with cis-regulatory elements (CREs) identified by other methods, such as promoters, enhancers, insulators, and silencers (Buenrostro et al., 2013; Buenrostro et al., 2015b).

Herein, we used paired RNA-Seq and ATAC-Seq to define the chromatin accessibility landscape of developing SOX9+ lung epithelial progenitor cells at multiple development timepoints. Acessible chromatin regions in SOX9+ cells were highly correlated with lung-specific histone post-translational modifications (PTMs) found on validated cis-regulatory elements. Dynamic changes in these accessible chromatin regions were correlated with gene expression changes observed during the course of SOX9+ lung epithelial cell differeniation. Chromatin accessibility changes were observed in or near genes associated with phophatidylinositol 3-kinase (PI3K) signaling. Genetic ablation of PI3K signaling within the lung epithelium caused expansion of the SOX9+ progenitor cell population at the expense of mature lung epithelial cell differentiation. Our results demonstrate the power of epigenomic analysis to identify new roles for gene regulatory networks and signaling pathways in lung epithelial development, highlighting the previously unappreciated role of PI3K signaling in SOX9+ cell differentiation and proximal-distal cell fate specification.

## Results

### The multi-potent SOX9+ lung epithelial progenitor cell (EPC) population

Shortly after lung specification occurs, highly proliferative distal progenitor cells marked by the expression of SOX9+ appear at the tips of the growing lung buds (Figure 1A–I). A suite of transcription factors (eg, *Id2*, *Etv5*, *Foxp1/2*, *Mycn*) play critical roles in the development of the SOX9+ distal tip progenitor cell population (Figure 1D; Morrisey and Hogan, 2010; Swarr and Morrisey, 2015). Several lines of evidence, including lineage tracing and 3D culture model systems, demonstrate that early in development SOX9+ progenitor cells are multi-potent, generating both airway and distal alveolar epithelium (Rawlins et al., 2009; Laresgoiti et al., 2016; Nichane et al., 2017; Nikolić et al., 2017). In order to orthogonally validate these observations and gain insight into the transcriptional changes occurring during these developmental decisions, we peformed pseudotime analysis (Monocle) of RNA-Seq data from mouse lung epithelium from E11.5 to E16.5 (Trapnell et al., 2019). Starting from E11.5, two distinct pseudotime branches arise from SOX9+ progenitors, terminating in airway and distal lung epithelial cells at E16.5 (Figure 1J–K, Figure 1—figure supplement 1A, B). We used Monocle to find modules consisting of co-regulated genes during distal differentiation, revealing 26 unique gene modules. A subset of these gene modules overlap with pseudotime analysis and correspond with specific aspects of SOX9+ epithelial differentiation (Figure 1L–M, and Figure 1—figure supplement 1). One such gene module consists of genes highly expressed E11.5 lung and preserved the distal differential branch of the Monocle pseudotime analysis; these genes are involved in lung epithelial development and early branching, including *Sox9*, *Wnt7b*, *Bmp4,* and *Hmga2*, validating the significance of both the pseudotime analyses and gene module predictions while also identifying other coordinately expressed genes that may be involved in EPC differentiation (module 8, Figure 1L–M). Other modules highlight genes that likely regulate the proliferating progenitor cells on the same central branch to distal epithelium (module 16, Figure 1—figure supplement 1E, G), and genes involved in the function of differentiated airway epitheilum (modules 4 and 12, Figure 1—figure supplement 1C, D, F). These data are consistent with gene set enrichment analysis of bulk RNA-Seq data at E11.5 and E16.5 (Figure 2—figure supplement 1).

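In the bulk RNA-Seq of sorted SOX9+ cells, with 3 samples at E11.5 and 3 at E16.5, the genes named for the distal module could be followed directly. Counts were scaled to CPM with edgeR's TMM normalization, and each change at E16.5 relative to E11.5 was tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested. Wnt7b, on chromosome 15 of GRCm38 (mm10) from 85535437 to 85582473, was expressed at 898 ± 67.4 CPM (SD, n = 3) at E11.5 and 301 ± 35.1 CPM (SD, n = 3) at E16.5, a log2 fold change of -1.58 (standard error 0.09, edgeR adjusted p = 1.51e-06). An antisense gene overlaps 6.62% of its exon bases. Hmga2 fell from 241 ± 67.7 to 55.9 ± 4.66 CPM (SD, n = 3 each), a log2 fold change of -2.11 (standard error 0.19, edgeR adjusted p = 2.12e-05). Bmp4, 3.96% of whose exon bases lie under an antisense gene, went the other way, from 68.3 ± 8.22 to 230 ± 29.3 CPM (SD, n = 3 each), a log2 fold change of 1.75 (standard error 0.11, edgeR adjusted p = 2.76e-06). For each of these genes, the 3 samples of one stage lay entirely above the 3 of the other. Sox9, whose reporter was used to sort the cells, was expressed at 426 ± 67.5 CPM at E11.5 and 351 ± 21.1 CPM at E16.5 (SD, n = 3 each). Its log2 fold change of -0.28 (standard error 0.11, edgeR adjusted p = 0.0455) was close to the threshold, and the samples of the stages overlapped. With 1 sample left out in turn, the Sox9 change lay between -0.38 and -0.16 and had an edgeR adjusted p above 0.05 in 5 of 6 fits, the highest being 0.160. Some genes of the differentiated airway were low at E11.5, while others, such as Cldn10, Tubb4b and Tekt1, were already expressed. Foxj1, a regulator of ciliated cells, rose from 1.28 ± 0.275 to 20.7 ± 6.21 CPM (SD, n = 3 each), a log2 fold change of 4.02 (edgeR adjusted p = 3.81e-06). The secretory cell gene Scgb3a2 rose from 0.482 ± 0.0873 to 160 ± 40.6 CPM (SD, n = 3 each), a log2 fold change of 8.35 (edgeR adjusted p = 4.90e-08). Scgb1a1 had at most 1 count in any E11.5 sample and 8.05 ± 2.25 CPM (SD, n = 3) at E16.5, at least 77.4-fold higher.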

**Figure 1.**
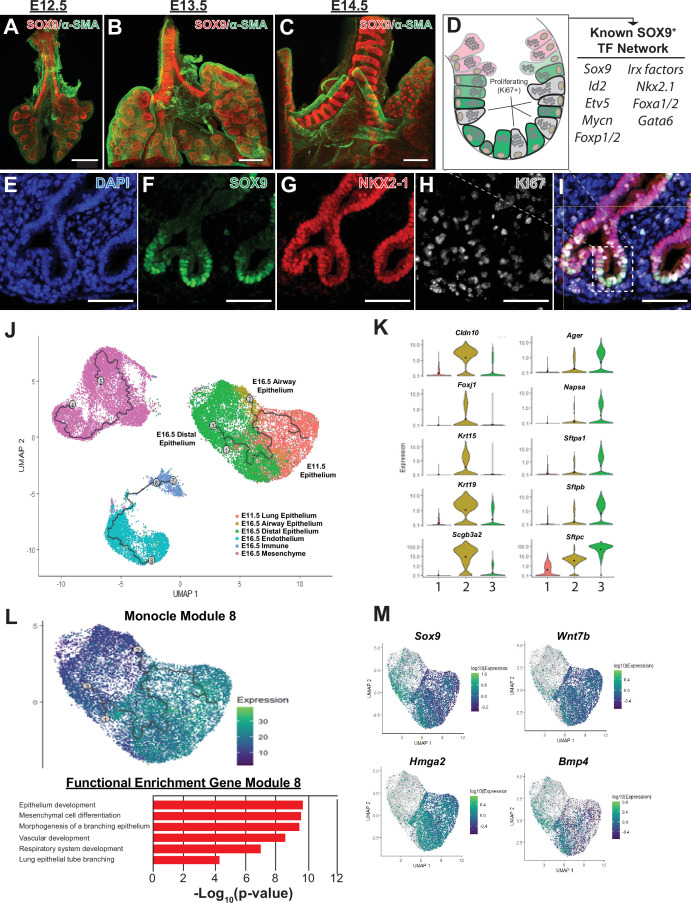
The SOX9+multi-potent lung epithelial progenitor cell population. (**A–C**) Whole mount confocal imaging of embryonic lungs isolated from SOX9-GFP reporter mice at E12.5 (**A**), E13.5 (**B**), and E14.5 (**C**) show SOX9 expression at the distal branch tips and in the tracheal mesenchyme. (**D**) Schematic summarizing the transcription factors known to play an important role in the development and differentiation of the SOX9+progenitors. (**E–I**) Immunofluoresence microscopy shows high levels of SOX9 staining in the epithelium of the distal lung tips, with a high percentage of Ki67 +proliferating cells early in development. (**J–M**) Monocle3 lineage analysis was performed on E11.5 FACS-sorted lung epithelium and E16.5 whole lung. (**J**) Lineage analyses predict E11.5 lung epithelial cells give rise to both proximal and distal lung epithelial cells at E16.5. (**K**) Known distal and proximal genes markers are expressed in their corresponding cell clusters at E16.5 but not E11.5, validating cluster identification. Cluster labels: 1 – E11.5 lung epithelium; 2 – E16.5 airway epithelium; 3 – E16.5 distal epithelium. (**L**) Monocle 3 analysis of isolated epithelial populations identifies multiple gene modules with specific expression patterns. One module of gene expression is consistent with the predicted distal differentiation trajectory and consists of genes related to processes important to lung development, including epithelial/respiratory system branching and development. (**M**) The expression patterns of example genes in this module are visualized and include genes known to be essential for proper distal lung development including *Sox9*, *Wnt7b*, *Hmga2,* and *Bmp4*. Scale bars: 200 µm (**A–C**), 50 µm (**E–I**).

**Figure 1—figure supplement 1.**
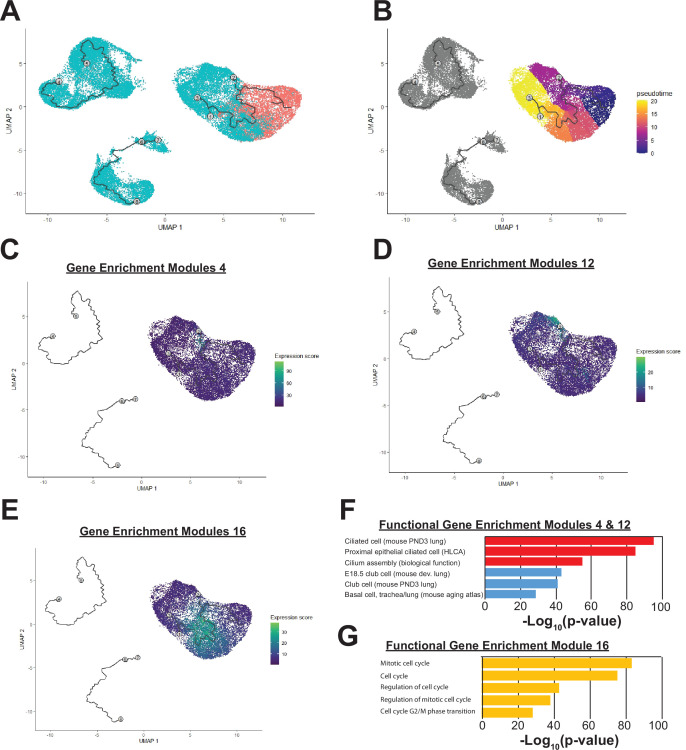
Single-cell analysis of mouse embryonic lung. (**A**) Sample batches are indicated (red – E11.5 lung epithelium; blue – E16.5 lung epithelium). (**B**) Monocle pseudotime heatmap is shown. (**C–D**) Gene enrichment modules 4 and 12 are highly enriched for components of the ciliated and secretory cell epithelium respectively. (**E**) Gene enrichment module 16 are highly enriched in genes involved in cell cycle regulation, and cells expressing these targets are found in greatest numbers at the center of the pseudotime pathway. (**F–G**) Gene set enrichment categories for modules 4 and 12 (**F**) and module 16 (**G**) are shown.

In order to evaluate the landscape and dynamics of cis-regulatory DNA elements associated with these transcriptional changes occurring during development of EPCs, SOX9+ progenitor cells (SOX9-GFP^+^, CD326^+^, CD31^-^, CD45^-^, 7-AAD^-^) were isolated by fluorescence-activated cell sorting (FACS) from a transgenic reporter mouse (containing an EGFP allele driven by the Sox9 promoter element) (Gong et al., 2017; Figure 2—figure supplement 2). SOX9+ progenitors were then subjected to bulk RNA-Seq and ATAC-Seq. 

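RNA for sequencing came from 3 samples of SOX9+ EPCs at E11.5 and 3 at E16.5, which the Figure 2 legend describes as pooled biological replicates. The paper's text does not give the number of embryos in each RNA-Seq pool. The reporter mouse makes GFP where Sox9 is expressed, and CD326 (EpCAM) marks epithelium. CD31 and CD45 mark endothelial and white blood cells, and 7-AAD enters dead cells. Libraries were made with a low-input SMART-Seq kit, in which cDNA is copied from polyadenylated RNA and amplified by PCR before sequencing. The authors trimmed the reads with Trimmomatic, aligned them to mm10 with STAR, removed duplicate reads with Picard and counted the remaining reads on each gene with Rsubread. Removing duplicates limits the counts of the most abundant transcripts, whose fragments can coincide by chance. The paper does not state whether the counting used the strand, so that reads in exons shared by overlapping genes remain uncertain. The deposited counts are whole numbers without normalization, for 49585 genes. At E11.5 the 3 samples held 33386621, 35225562 and 28905224 counts, with a median of 33386621. At E16.5 they held 27698952, 30305538 and 33429570 counts, with a median of 30305538. The 50 most abundant genes took between 5.71% and 5.95% of the counts of a sample, and genes of the mitochondrial genome took between 0.344% and 0.425%. At this depth, 3 counts correspond to between 0.0836 and 0.108 CPM, and a fold against a stage with no more than 3 counts in any sample was computed as a lower bound. Such floors cover counting error only. The authors normalized the counts with TMM, removed genes with low CPM, transformed the remainder with voom and fitted a limma linear model. They also deposited log2 values from voom for 15231 genes. These 15231 genes were tested here on the deposited counts, with TMM normalization (factors between 0.978 and 1.02), and a positive log2 fold change means higher expression at E16.5. Across genes, which are not independent replicates, log2 CPM values of samples of one stage correlated with Pearson's r between 0.987 and 0.991, and those of different stages with r between 0.875 and 0.892. The first principal component, which held 88.1% of the variance, separated the stages, and the second held 3.56%. No pair of samples differed by as little as sampling noise. Separate pools of amplified cDNA would exceed that noise in any case, so this does not measure the quality of the replicates. The median standard error of a log2 fold change was 0.117. An exact permutation test of 3 samples against 3 cannot give a two-sided p below 0.1, so that significance rests on edgeR's model, which shares information on the variance across genes.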

E11.5 and E16.5 were chosen to capture cells prior to, and shortly after, the period of proposed restriction from multi-potent progenitor to distal alveolar progenitor cells (Rawlins et al., 2009; Nichane et al., 2017; Nikolić et al., 2017; Frank et al., 2017; Figure 2A, Supplementary file 1).

**Figure 2.**
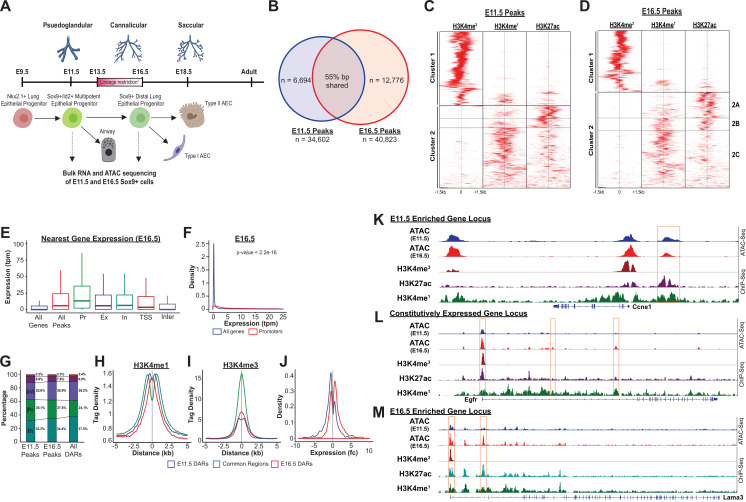
The SOX9+progenitor cell chromatin accessibility landscape. (**A**) Schematic strategy for isolation of SOX9+EPC. Cells sorted at E11.5 and E16.5 were used for RNA-seq and ATAC-seq analysis (n=2 biological replicates pooled from 8 to 12 embryos at each timepoint for ATAC-Seq, n=3 pooled biological replicates for RNA-Seq), which correspond to pseudoglandular and late saccular stages of lung development. (**B**) More than 34,000 regions of open chromatin were identified by ATAC-Seq at each developmental timepoint. (**C–D**) ChIP-Seq tag densities for H3K4me^3^, H3K4me^1^, and H3K27ac were plotted and clustered using Homer and R, respsectively. H3K4me^3^ tag density corresponds to the accessible promoter regions (Cluster 1), and H3K4me^1^ with or without H3K27ac correspond to active and ‘decommissioned’ enhancer regions (Clusters 2 A-C), respectively. (**E–F**) Gene expression levels correlate with the presence of a nearby region of open chromatin, particularly when it is located within the promoter region. Pr – Promoter; Ex – Exonic; In – Intronic; TSS – Transcriptional Stop Site; Inter – Intergenic (**G**) Differentially accessible chromatin regions (DARs) were more likely to be located with intronic (In) and intergenic (Int) regions instead of promoters. (**H**) H3K4me^1^ peak enrichment is found at the center of DARs. (**I**) Common regions were more enriched for H3K4me^3^ signal compared to DARs at either timepoint. (**J**) E11.5 and E16.5 DARs correlate with expression of nearby genes by RNA-seq. (**K–L**) Examples of three categories of genomic loci are shown: (**K**) Decreasing levels of accessibility over time for progenitor genes, (**L**) Changing accessibility without change in gene expression for housekeeping genes, and (**M**) Increasing accessibility at later developmental timepoints for genes required for function fo the mature lung.

**Figure 2—figure supplement 1.**
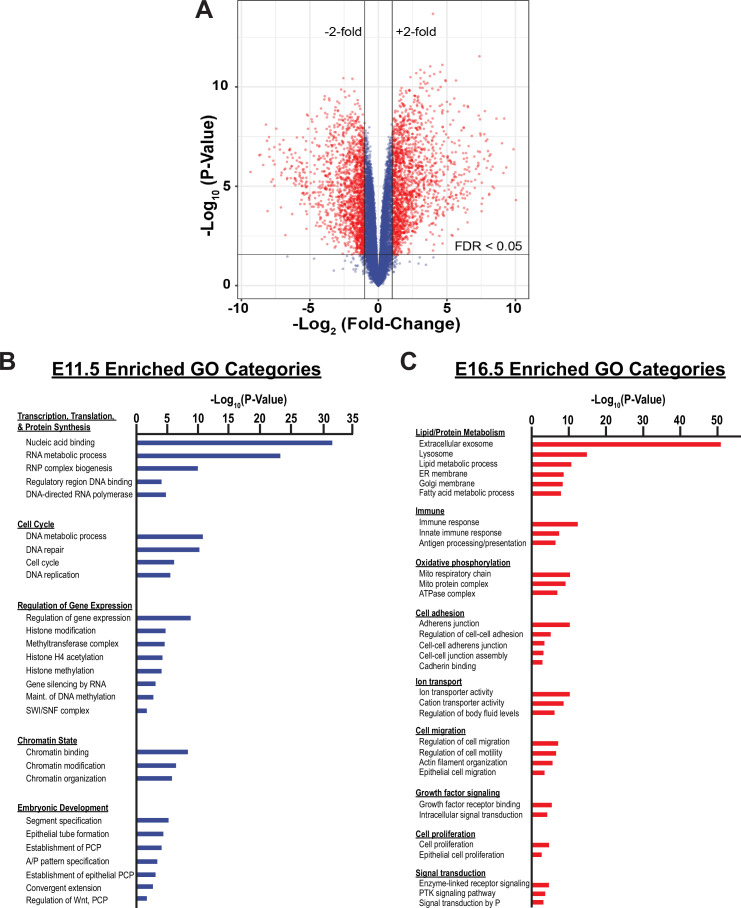
Bulk RNA-Seq analysis of the developing SOX9+EPC population. (**A**) A Volcano plot for genes differentially expressed between E11.5 and E16.5 in SOX9+EPCs is shown. (**B–C**) Gene ontology analysis demonstrates that differentially expressed genes at E11.5 are enriched in functions involved with cell proliferation, protein synthesis, and ‘signaling pathways regulating pluripotency’ (**B**), whereas genes with increased expression levels at E16.5 are enriched in functions associated with the mature distal lung epithelium, such as surfactant production (e.g. ‘phagosome’, ‘lysosome’, ‘sphingolipid metabolism’, ‘protein export’), epithelial barrier function (e.g. ‘ECM-receptor interaction’, ‘focal adhesion’, ‘collective duct secretion’), and a switch in energy metabolism (e.g. ‘oxidative phosphorylation’, ‘citrate/TCA cycle’) (**C**).

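Of the 15231 genes tested, 8937 (58.7%) had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, 4581 of them higher at E16.5 and 4356 lower. A change of at least 2-fold was seen in 3230 of these genes, of which 1867 were higher and 1363 lower at E16.5. This split was more even with voom and quantile normalization, chosen after seeing the data (51.48% higher, against 57.8% here). The median log2 fold change of all genes tested was 0.011. In 10014 genes (65.75%) the 3 samples of one stage lay entirely above the 3 of the other, where chance gives 10%. Filtering moved the count, from 7751 among 13472 genes with a CPM of at least 1 in at least 5 of 6 samples to 10084 among 30656 genes without a filter. Supplementary file 1 of the paper lists 9127 genes, of which the 1998 with the lowest p-values were used here. Among significant genes with a mean of at least 10 CPM and no overlap between stages, the 3 largest fitted increases were those of Cyp2f2, Slc34a2 and Sec14l3, where the place of Cyp2f2 rests on counts near 0 at E11.5 and is not established by its lower bound. Slc34a2, which encodes a phosphate transporter and lies on chromosome 5 from 53038081 to 53071664, rose from 0.272 ± 0.0545 to 316 ± 69.6 CPM (SD, n = 3 each), a log2 fold change of 10.15 (standard error 0.25, edgeR adjusted p = 2.07e-08). Sec14l3, on chromosome 11 from 4064841 to 4077736, rose from 0.0853 ± 0.0555 to 61.4 ± 8.57 CPM (SD, n = 3 each), a log2 fold change of 9.49 (standard error 0.26, edgeR adjusted p = 2.83e-08). Cyp2f2, a cytochrome P450 gene on chromosome 7 from 27119909 to 27133660, had at most 2 counts in an E11.5 sample and 35.3 ± 16.5 CPM (SD, n = 3) at E16.5, at least 339-fold higher. An antisense gene overlaps 13.5% of its exon bases. The 3 largest fitted decreases were those of Dmrt3, Sall4 and H2-Q1, where the place of Dmrt3 rests on counts near 0 at E16.5. Dmrt3, a transcription factor gene on chromosome 19 from 25610301 to 25623921, had 23.3 ± 6.99 CPM (SD, n = 3) at E11.5 and at most 2 counts in an E16.5 sample, at least 215-fold lower. Sall4, on chromosome 2 from 168748332 to 168767943, fell from 50.4 ± 9.99 to 0.151 ± 0.0524 CPM (SD, n = 3 each), a log2 fold change of -8.32 (standard error 0.25, edgeR adjusted p = 4.90e-08), and 9.50% of its exon bases lie under an antisense gene. H2-Q1, on chromosome 17 from 35320405 to 35325099, fell from 48.5 ± 24.6 to 0.209 ± 0.0646 CPM (SD, n = 3 each), a log2 fold change of -7.83 (standard error 0.50, edgeR adjusted p = 2.32e-06). It belongs to a family of near-identical major histocompatibility genes between which the counting can divide reads, so that its value is uncertain.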

**Figure 2—figure supplement 2.**
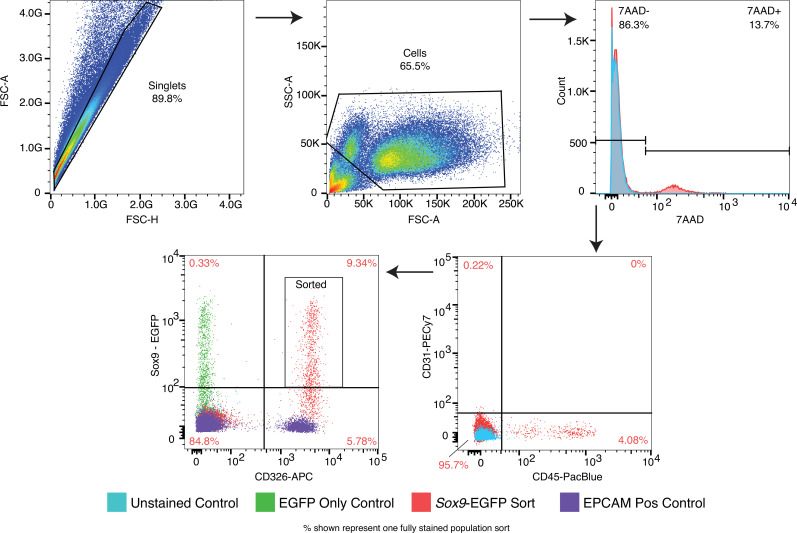
FACS sorting strategy for isolation of Sox9+EPC cells. SOX9+lung epithelial progenitor cells were isolated by cell sorting CD326+/CD31-/CD45-/7-AAD-/GFP + cells isolated from Sox9-GFP reporter embryos at E11.5 and E16.5. Key single stain controls are shown.

**Figure 2—figure supplement 3.**
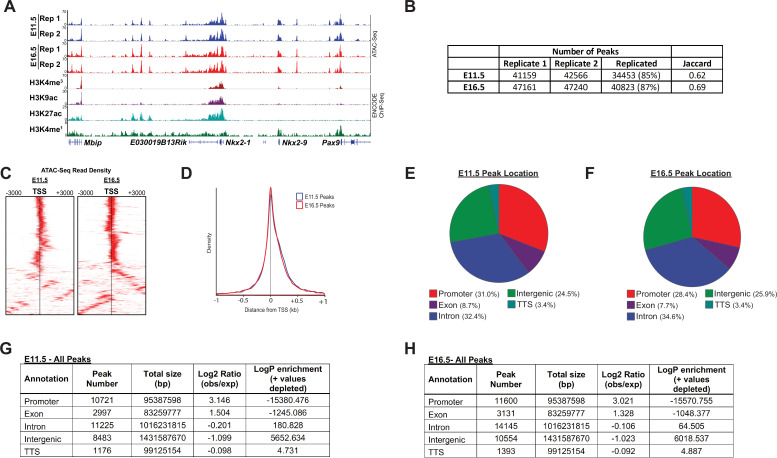
ATAC-Seq peak characteristics. (**A**) A representative locus for a well-expressed gene (*Nkx2.1*) shows the high degree of consistency between biological replicates, and strong correlation between open regions of chromatin with histone post-translational modifications known to mark active cis-regulatory regions. (**B**) The number of peaks identified by MACS2 for each biological replicate, and replication statistics, are shown. (**C**) Heatmaps display the high-degree of enrichment for ATAC-seq reads within and immediately surrounding transcriptional start-sites (TSSs). (**D**) ATAC-req density is plot as a function of distance from the transcriptional start site (TSS). (**E–H**) The distribution of ATAC-Seq peaks by genomic location is shown.

**Figure 2—figure supplement 4.**
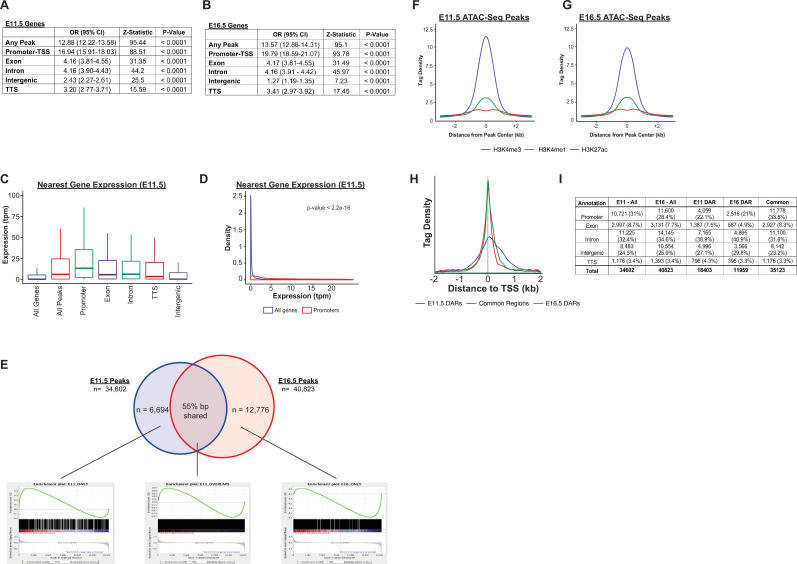
Accessible chromatin regions, associated histone marks, and neighboring gene expression. (**A–B**) The relationship between gene expression and the presence of a nearby region of accessible chromatin is displayed. Data is shown as the odds that a gene is expressed, compared to the set of all genes, for those genes identified as the nearest neighbor to a region of accessible chromatin (Any Peak). These relationships are further broken down by the types of genomic region in which the accessible region falls. (**C–D**) The expression levels for genes nearest to any region of accessible chromatin (All Peaks), or peaks corresponding to a particular genomic region are shown for E11.5, plotted as either a bar-whisker plot (**C**) or density plot (**D**) (data for E16.5 is shown in main Figure 3E–F). (**E**) Gene-set enrichment analysis (GSEA) for peaks unique to E11.5 or peaks unique to E16.5 reveals an increased number of genes with higher levels of expression at that same developmental timepoint. In contrast, peaks identified at both developmental timepoints do not show a consistent direction of differential expression. (**F–G**) Density plots for H3K4me^3^, H3K4me^1^, and H3K27ac ChIP-Seq read density are displayed relative to the center of identified ATAC-Seq peaks at E11.5 (**F**) and E16.5 (**G**). (**H**) Density of ATAC-Seq reads associated with E11.5 DARs, E16.5 DARs, and common regions relative to transcriptional start sites (TSSs) are shown. (**I**) The distribution of E11.5 DARs, E16.5 DARs, and common regions by genomic location is shown.

### Accessible regions of chromatin in SOX9+ EPCs are active cis-regulatory elements that correlate with neighboring gene expression

Analysis of chromatin accessibility by ATAC-Seq identified over 30,000 regions of open chromatin at each timepoint (E11.5, n=34,602; E16.5, n=40,823; Figure 2B); only peaks replicated in independent biological samples were included for further analysis (Figure 2—figure supplement 3A, B, Supplementary file 2; Supplementary file 3). The genome-wide distribution of ATAC-Seq peaks was consistent with previously published chromatin accessibility studies, showing a high-degree of enrichment near gene transcriptional start sites (TSS) (Figure 2—figure supplement 3C-H). The presence of ATAC-Seq peaks positively correlated with expression the nearest gene (RNA-Seq), and this correlation was strongest for peaks within promoter regions. Moreover, peaks only detected at a single developmental timepoint were associated with higher levels of expression of the nearst gene at that same developmental stage (for example, genes nearest to peaks unique to the E11.5 developmental stage overall were observed to have higher expression levels at E11.5 compared to E16.5; Figure 2E–F, Figure 2—figure supplement 4A-E).

To determine whether these accessible regions of chromatin had shared features of active cis-regulatory DNA elements (CREs), we examined H3K4me^3^, H3K4me^1^, and H3K27ac ENCODE ChIP-Seq read density (embryonic mouse, whole lung) across all identified ATAC-Seq peaks (ENCODE Project Consortium, 2012; Davis et al., 2018). Significant enrichment was observed for H3K4me^3^ read density (cluster 1, as identified through unbiased hierarchial clustering) across peaks predicted to reside within gene promoter regions (Figure 2C–D and Figure 2—figure supplement 4F, G). A second subset of ATAC-Seq peaks (cluster 2) were enriched for either both H3K4me^1^ and H3K27ac read density, or H3K4me^1^ ready density alone, consistent with an ‘active’ or ‘decommissioned’ enhancer states, respectively (Jadhav et al., 2019). (Figure 2C–D and Figure 2—figure supplement 4F, G) Taken together, these data suggest that regions identified by ATAC-Seq represent a bona fide map of active cis-regulatory elements (e.g. promoters, active and decommissioned enhancers) within the SOX9+ lung epithelial progenitor cells, and that these regulatory elements are regulating the transcriptional dynamics observed during EPC development.

### Developmental changes in SOX9+ EPC chromatin accessibility preferentially occur outside of promoter regions

Nearly a quarter of accessible chromatin regions were unique to each developmental timepoint, a remarkable observation given that the two cell populations are SOX9+ lung epithelial progenitor cells separated by just 5 days of development (Figure 2A). We used the MACS2 bdgdiff tool to identify regions of chromatin that were more accessible at E11.5 (n=18,582), more accessible at E16.5 (n=11,980), or did not undergo significant changes in accessibility between the two timepoints (n=35,312) (hereafter referred to as E11.5-differentially accessible regions (DARs), E16.5-DARs, and common regions, respectively). (Supplementary file 4; Supplementary file 5; Supplementary file 6) As was observed for all peaks, both sets of DARs and common regions were significantly enriched within 2 kb of transcriptional start sites (Figure 2—figure supplement 4). However, compared to peaks that did not undergo changes in chromatin accessibility, DARs were significantly more likely to be found within intronic and intergenic regions, and were less likely to be found within promoters (Figure 2G and Figure 2—figure supplement 4I). DARs at both E11.5 and E16.5 exhibited peak H3K4me^1^ read density in close proximity to the center of the DAR. In contrast, there was relative de-enrichment of H3K4me^1^ read density at the center of common regions (and peaks flanking the common region by ~500 bp on each side) (Figure 2H). Similarly, read density for the promoter mark H3K4me^3^ was significantly enriched and centered on common region peaks, compared to DAR peaks (Figure 2I). At the genome-wide level, changes in chromatin accessibility were significantly correlated with differential gene expression. Genes adjacent to regions of chromatin more accessible at E11.5 (E11.5-DARs) were significantly more likely to have higher mRNA expression at E11.5 compared to E16.5, and vice versa (Figure 2J). Examples of differentially accessible chromatin regions flanking or within two highly differentially expressed genes (e.g. Ccne1, Lama3), and common accessible regions within a stably expressed gene locus (e.g. Egfr), are shown in Figure 2K–M. These data support the concept that regions of chromatin accessibility identified in this study contain active CREs that influence neighboring gene expression. Moreover, although chromatin remodeling occurs across all types of cis-regulatory elements during development of SOX9+lung epithelial progenitors, developmental changes in chromatin accessibility were preferentially located outside of the promoter regions at distal cis-regulatory elements (e.g. enhancers). Collectively, these data also emphasize that chromatin accessibility at distal CREs such as enchancers likely plays a key and incompletely explored role in directing lung epithelial development.

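Ccne1, which encodes cyclin E1, lies on the minus strand of chromosome 7 from 38097984 to 38107534. It was expressed at 172 ± 5.74 CPM at E11.5 and 65.9 ± 7.27 CPM at E16.5 (SD, n = 3 each), a log2 fold change of -1.38 (standard error 0.08, edgeR adjusted p = 1.68e-06). Lama3, which encodes a laminin chain, lies on the plus strand of chromosome 18 from 12333819 to 12583013 and rose from 89.1 ± 11.2 to 220 ± 23.03 CPM (SD, n = 3 each), a log2 fold change of 1.31 (standard error 0.11, edgeR adjusted p = 1.00e-05). In both genes the samples of the stages did not overlap. Leaving out each sample in turn kept the change of Ccne1 between -1.48 and -1.33 and that of Lama3 between 1.22 and 1.40. Egfr, on the plus strand of chromosome 11 from 16752203 to 16918158, was expressed at 15.6 ± 4.68 CPM at E11.5 and 22.4 ± 6.91 CPM at E16.5 (SD, n = 3 each). Its log2 fold change of 0.53 (standard error 0.26, edgeR adjusted p = 0.115) was not significant, and the samples of the stages overlapped. The third E16.5 sample, at 30.4 CPM, stood above the others (18.7 and 18.2 CPM), and without it the log2 fold change of Egfr was 0.25. The edgeR adjusted p of Egfr fell to 0.0295 when genes were tested without a filter, and over the alternatives of test, scaling, filter and left-out sample it lay between 0.0295 and 0.434.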

### Chromatin remodeling is enriched near loci associated with PI3K signaling

Although analysis of gene expression alone enables predictions regarding signaling pathways and transcription factor networks driving transcriptional changes, we hypothesized that adding an understanding the cis-regulatory landscape within developing SOX9+ lung epithelial cells would provide additional mechanistic insights into how these trans-activating factors promote and maintain cell differentiation (Klemm et al., 2019; Trevino et al., 2020). To this end, we used the Paired Expression and Chromatin Accessibility (PECA) computational model to build a gene regulatory network for the SOX9+ EPC population at E11.5 and E16.5 (Duren et al., 2017). At the epigenomic level, this model compares open regions of chromatin to a map of known cis-regulatory elements identified through large-scale epigenomics consortia (e.g. ENCODE), TF motifs detected within these regions, and TF expression data derived from expression data to eliminate spurious motif elements (for example, motifs for transcription factors that are not expressed at the mRNA level in the paired mRNA-seq dataset). The model then compares these open elements to paired mRNA-seq data in order to make predictions about active TFs, the genes they regulate, the cis-regulatory elements that they bind to, and the chromatin regulatory complexes that they interact with (Figure 3A). The interactions between TFs predicted to regulate more than 100 target genes are shown in Figure 3B. Transcription factors with the highest degree of interconnectivity (top 25 TFs) are shown in Figure 3C. Well-studied transcription factors, including those highlighted in Figure 1D, such as *Id2*, *Irx* and *Foxp factors*, *Etv5*, and *Foxa2* appear as central nodes. Additional TFs play important roles in transcription generally (e.g. *E2f* family TFs, *Jun*). However, multiple other TFs that appear in this central network have been less-well studied in the contex of lung epithelial development. Intriguingly, several of these key nodes have previously shown to interface with the PI3K signaling pathway (Figure 3D–G). The transcription factor *Sox4*, which has been implicated in the pathogenesis of non-small cell lung cancer (NSCLC) and was recently found to be enriched in a regeneration associated pre-alveolar type-1 cell transitional state (PATS), has been shown to both regulate and have its own expression regulated by PI3K signaling (Ramezani-Rad et al., 2013; Wang et al., 2019; Bilir et al., 2016; Mehta et al., 2017; Kobayashi et al., 2020). Another central node in this network, *Hbp1,* is a known repressor of beta-catenin transactivation, but is also negatively regulated by PI3K signaling (Coomans de Brachène et al., 2014; Bollaert et al., 2018). Finally, *Grhl2*, a third central node in this network, was predicted to be regulated via the PI3K signaling component *Pten*. Previous work has shown *Ghrl2* promotes airway differentiation in the lung, and that loss of *Grhl2* in the lung leads to expansion of the SOX9+ EPC population (Kersbergen et al., 2018).

**Figure 3.**
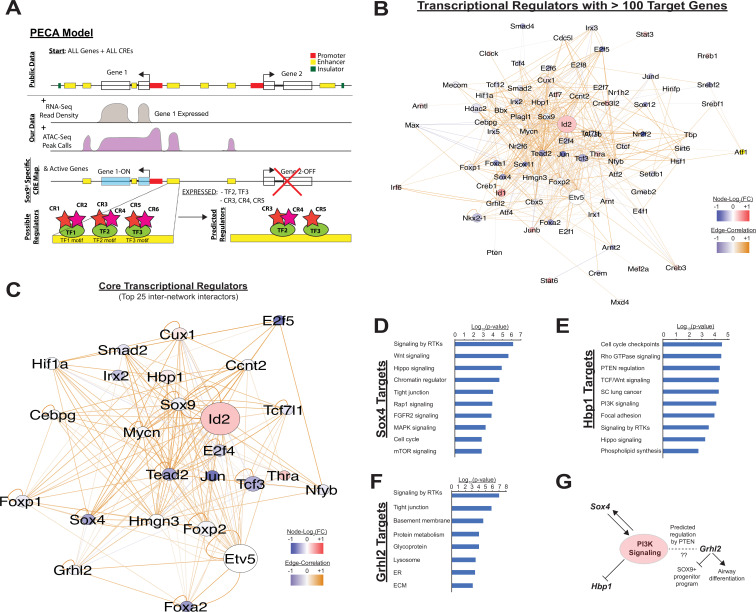
Paired expression and chromatin acessibility modeling of SOX9+progenitor cells. (**A**) The computational model Paired Expression and Chromatin Accessibility (PECA) was used to develop a SOX9+ epithelial progenitor cell gene regulatory network. Potential active cis-regulatory elements, key transcription factor (TF) networks, and chromain regulatory (CR) protein complexes active in the SOX9+ EPCs cells are predicted. (**B**) The co-regulatory relationships between transcription factors with more than 100 predicted target genes are shown. Network nodes (TFs) are color coded according to their expression log2 fold-change between E11.5 to E16.5 (blue – decreasing expression, red – increasing expression), and network edges are color coded according to the correlation coefficient between the two indicated TFs (blue and organge indicate negative and positive regulatory relationships, respectively). (**C**) The transcription factors with the top 25 highest degree of network interactions in EPCs. (**D–E**) The TFs *Hbp1* and *Sox4* interact with PI3K signaling. Gene ontology analysis of predicted targets of these TFs in the SOX9+ progenitor cell network are shown. (**F**) *Grhl2* has previously been shown to promote airway differentiation, and its loss leads to expansion of the SOX9+ progenitor population. Our network data predict regulation of *Grhl2* expression through the PI3K signaling pathway. (**G**) Putative relationships between the PI3K signaling pathway and several key nodes of the SOX9+ progenitor cell gene regulatory network.

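Expression of the 25 transcription factors of Figure 3C was tested between the stages. With adjustment over all genes tested in edgeR, 17 had an adjusted p-value under 0.05, of which 4 were higher and 13 lower at E16.5. The count was also 17 when adjusted over the list alone, which is not independent evidence, since the study chose the list on these samples. A change of at least 2-fold was seen in 7 factors. Id2, on chromosome 12 from 25093799 to 25097140, rose from 295 ± 16.6 to 644 ± 82.3 CPM (SD, n = 3 each), a log2 fold change of 1.12 (standard error 0.09, edgeR adjusted p = 1.20e-05). Thra rose with a log2 fold change of 1.04 (edgeR adjusted p = 9.69e-05), and Nr1d1 on the other strand overlaps 5.70% of its exon bases. The largest decreases were those of Jun, with a log2 fold change of -1.61 (7.27% of its exon bases are shared with an antisense gene), Mycn with -1.51, E2f5 with -1.38, Sox4 with -1.06 and Tead2 with -1.02, each higher in all 3 E11.5 samples than in any E16.5 sample. For Sox4, which fell from 279 ± 10.7 to 134 ± 14.4 CPM (SD, n = 3 each; edgeR adjusted p = 6.61e-06), an antisense gene covers 54.6% of the exon bases, so that its value is uncertain. Smaller decreases were seen for Tcf3 (log2 fold change -0.95), E2f4 (-0.61), Irx2 (-0.58), Foxa2 (-0.51), Tcf7l1 (-0.30), Smad2 (-0.24) and Nfyb (-0.22), besides Sox9. Foxa2 fell from 167 ± 4.87 to 117 ± 3.02 CPM (SD, n = 3 each; edgeR adjusted p = 5.23e-05). Cux1 rose by a log2 fold change of 0.54 and Hbp1 by 0.29. Hbp1 rose from 251 ± 22.5 to 307 ± 9.02 CPM (SD, n = 3 each; edgeR adjusted p = 0.00605), and Cog5 on the other strand overlaps 24.6% of its exon bases. No significant difference was found for Etv5, Foxp1, Foxp2, Grhl2, Hif1a, Ccnt2, Cebpg and Hmgn3. Etv5 was the most abundant of the 25, at 1301 ± 111 CPM at E11.5 and 1353 ± 187 CPM at E16.5 (SD, n = 3 each; log2 fold change 0.06, edgeR adjusted p = 0.658). Grhl2, on chromosome 15 from 37233036 to 37363569, was expressed at 132 ± 5.38 and 128 ± 2.36 CPM (SD, n = 3 each), a log2 fold change of -0.04 (standard error 0.06, edgeR adjusted p = 0.562). Foxp2 had a log2 fold change of 0.16 (edgeR adjusted p = 0.157). Antisense genes overlap 8.11% of the exon bases of Hif1a and other genes overlap 15.2% of those of Hmgn3. The signs of the changes of Ccnt2, Hif1a, Cebpg, Foxp1 and Etv5 depended on which sample was left out.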

To complement the gene-regulatory network model predicted by PECA, we performed gene set enrichment analysis (GSEA) for both RNA-Seq and ATAC-Seq datasets, using the nearest neighbor gene-peak pair for ATAC data. KEGG pathway analysis of RNA-Seq data identified biological processes and pathways consistent with known regulators of lung epithelial development. 

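The authors ran a KEGG pathway analysis, and a GO enrichment analysis with GAGE, whose sets were not used here. In their place, 31 sets were tested with camera of limma on voom values, with a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over the 31 sets. They were mouse Reactome sets and lists written by hand. In the Reactome cell cycle set, 175 of 456 genes tested were significantly lower at E16.5 and 80 were higher, with a median log2 fold change of -0.11 (camera adjusted p = 0.00773). Of 16 genes of homologous recombination, 11 were significantly lower and 0 higher at E16.5, 14 of the 16 having a negative change, with a median log2 fold change of -0.35 (camera adjusted p = 0.00290). Of 40 S phase genes, 25 were significantly lower at E16.5, with a median of -0.32 (camera adjusted p = 2.76e-05), while 52 genes of the G2 and M phases had a median of 0.05 (camera adjusted p = 0.894). DNA replication genes had a median of -0.14 over 98 genes (camera adjusted p = 0.0221). The camera adjusted p of this set rose to 0.0816 without the third E16.5 sample and to 0.0651 without the second E11.5 sample. It fell to 5.24e-05 when proteasome and ubiquitin genes were taken out of the sets, and to 0.00244 without a filter. The lowest p belonged to the list of 63 ribosome biogenesis genes, of which 51 were significantly lower at E16.5 and 1 was higher, with a median log2 fold change of -0.43 (camera adjusted p = 1.08e-10). The 75 genes for cytosolic ribosomal proteins moved the other way. Their median log2 fold change was 0.19, with 31 significantly higher at E16.5 and 0 lower, and 7 with a negative change (camera adjusted p = 5.38e-04). Scaling by library size or by RLE factors gave the same direction for this set (camera adjusted p = 8.57e-04 and 7.54e-04). Pluripotency signaling genes had a median of -0.19 over 72 genes and were not significant (camera adjusted p = 0.197), though the set passed the threshold with fry, limma's rotation test (adjusted p = 0.0223). In all, 13 of the 31 sets had an adjusted p-value under 0.05 with camera, 8 higher and 5 lower at E16.5. With fry, 12 of these 13 calls held, the exception being cytosolic ribosomal proteins (adjusted p = 0.0976), and 22 sets passed. With the correlation estimated for each set, 0 sets passed, the lowest adjusted p being 0.0532 for ribosome biogenesis, and 2 sets had an unadjusted p under 0.05.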

At E11.5, gene categories involving cell proliferation (e.g. ‘cell cycle’, ‘homologous recombination’), protein synthesis (e.g. ‘ribosome’, ‘biogenesis’), and ‘signaling pathways regulating pluripotency’ are most enriched. 

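Sets of the maturing epithelium were tested in the same way. The surfactant list of 19 genes had a median log2 fold change of 3.63 at E16.5, with 16 genes significantly higher and 3 lower (camera adjusted p = 1.61e-06). The median was also 3.63 with the 2 genes near 0 counts at E11.5 set to their lower bounds. Sftpc, on chromosome 14 from 70520949 to 70524081, rose from 194 ± 8.95 to 3544 ± 462 CPM (SD, n = 3 each), a log2 fold change of 4.19 (standard error 0.10, edgeR adjusted p = 2.07e-08). Lamp3 rose from 1.53 ± 0.373 to 255 ± 37.8 CPM (SD, n = 3 each), a log2 fold change of 7.38 (edgeR adjusted p = 2.07e-08). Abca3, 9.75% of whose exon bases are shared with an antisense gene, had a log2 fold change of 2.82, and Sftpb one of 5.03. Of 62 lysosome genes, 39 were significantly higher at E16.5 and 7 lower, with a median of 0.53 (camera adjusted p = 1.36e-05). Subunits of the V-ATPase, the proton pump of lysosome and phagosome, had a median of 0.31 over 22 genes (camera adjusted p = 0.0130). Sphingolipid metabolism had a median of 0.31 over 58 genes (camera adjusted p = 0.0272) and protein export one of 0.27 over 22 genes (camera adjusted p = 0.0286). A Reactome set for the formation of lysosomal vesicles was not significant, with a median of 0.10 over 21 genes (camera adjusted p = 0.608, fry adjusted p = 0.0283). For the matrix and its receptors, laminin interactions had a median of 0.60 over 28 genes, 17 significantly higher and 4 lower (camera adjusted p = 0.00147). Integrin interactions, with a median of 0.49 over 59 genes, and interactions of cells with the matrix, with a median of 0.42 over 16 genes, lay just above the threshold (camera adjusted p = 0.0524 and 0.0582) and passed it with fry (adjusted p = 0.0132 and 0.00154). With camera, integrin interactions also passed it with RLE factors (adjusted p = 0.0447), library size alone (0.0346), no filter (0.0129), at least 10 counts in every sample (0.0484) and in 4 of the 6 fits with a sample left out, but not without the second E11.5 sample (0.131) or the third E16.5 sample (0.0503). Interactions of cells with the matrix passed it with camera without a filter (adjusted p = 0.0155), with at least 10 counts (0.0172) and without the first E11.5 sample (0.0490). Respiratory electron transport genes rose by a median of 0.29 over 74 genes, with 51 significantly higher at E16.5 and 0 lower (camera adjusted p = 4.09e-06). The 18 genes of the TCA cycle had a median of 0.22 (camera adjusted p = 0.0953, and 0.0336 without a filter; fry adjusted p = 0.0100), and the 12 genes tested of the mitochondrial genome a median of 0.03 (camera adjusted p = 0.741).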

By E16.5, processes related to development of functions associated with the mature distal lung epithelium, such as surfactant production (e.g. ‘phagosome’, ‘lysosome’, ‘sphingolipid metabolism’, ‘protein export’), epithelial barrier function (e.g. ‘ECM-receptor interaction’, ‘focal adhesion’, ‘collective duct secretion’), and a switch in energy metabolism (e.g. ‘oxidative phosphorylation’, ‘citrate/TCA cycle’) are apparent (Figure 2—figure supplement 1).

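In the RNA-Seq data alone, sets of PI3K and related signaling showed no change as a group that camera could tell from the other genes. The Reactome set for PIP3 activation of AKT had a median log2 fold change of 0.07 over 63 genes, of which 23 were significantly higher and 13 lower at E16.5 (camera adjusted p = 0.303). The PI3K cascade set had a median of 0.06 over 53 genes, with 20 significantly higher and 14 lower (camera adjusted p = 0.608). For mTOR signaling the median was 0.05 over 27 genes (camera adjusted p = 0.750), for Rap1 signaling 0.02 over 13 genes (camera adjusted p = 0.708), and for phosphatidylinositol metabolism -0.11 over 46 genes (camera adjusted p = 0.894). The RAF and MAP kinase set, with 10 genes, had a median of -0.03 (camera adjusted p = 0.758), and TGF-beta signaling, with 68 genes, had a median of -0.03 (camera adjusted p = 0.573). As used here, fry asks whether the members shift on average in 1 direction, and does not compare them with other genes. It gave an adjusted p under 0.05 with higher expression at E16.5 for PIP3 and AKT, PI3K cascade and Rap1 signaling (fry adjusted p = 0.00789 for each) and for mTOR signaling (fry adjusted p = 0.0237), and none under 0.05 for phosphatidylinositol metabolism, RAF and MAP kinase or TGF-beta signaling (fry adjusted p = 0.0817, 0.166 and 0.0737).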

While similar biological processes were enriched in both the ATAC-Seq and RNA-Seq data, analysis of ATAC-Seq data identified activation of a number of signaling pathways that were less apparent by RNA analysis alone. 

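In the RNA-Seq data, Reactome sets of 4 developmental pathways held significant genes in both directions. Of 196 Wnt signaling genes, 54 were significantly higher and 72 lower at E16.5, with a median log2 fold change of -0.02 (camera adjusted p = 0.366). The Wnt set passed the threshold, in the lower direction, with fry (adjusted p = 0.0100). Of 104 Hedgehog signaling genes, 27 were significantly higher and 30 lower, with a median of 0.01 (camera adjusted p = 0.741). Notch signaling had 19 significantly higher and 23 lower among 67 genes, with a median of 0.04 (camera adjusted p = 0.741). Hippo signaling had 5 significantly higher and 7 lower among 20 genes, with a median of -0.06 (camera adjusted p = 0.894).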

Signaling pathways known to be important in lung epithelial development, such as Wnt, *Shh*, Notch, and Hippo signaling were identified in both analyses. However, analysis ATAC-Seq data identified a potential role for a number of additional pathways in the development and differentiation of the SOX9+ lung epithelial progenitor cells, including cAMP, *Rap1*, *Ras*, MAPK, TGF-beta, and, importantly, PI3K-mTOR signaling (Figure 4A–C and Figure 2—figure supplement 1B, C).

**Figure 4.**
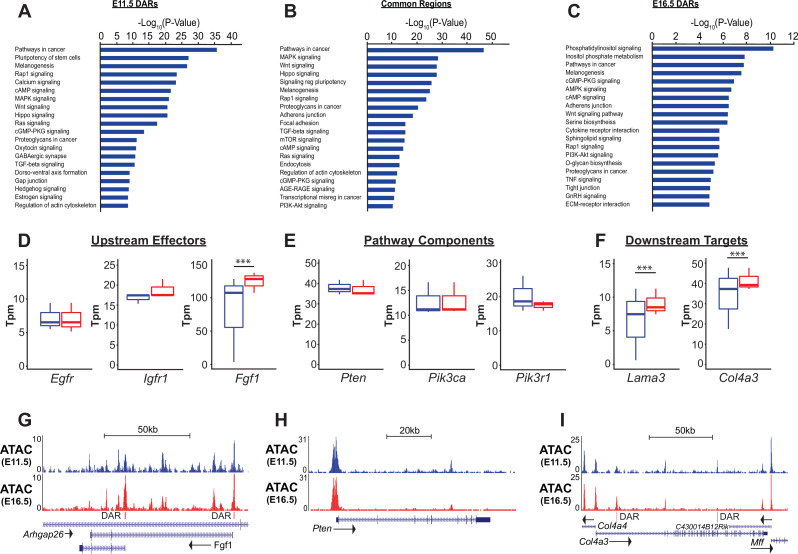
PI3K signaling in ATAC data. (**A–C**) Gene ontology analysis for genes nearest E11.5 and E16.5 differentially accessible regions (DARs) and common regions are shown. Pathways regulating lung epithelial development, such as Wnt, Hippo, and Hedgehog signaling are identified. A number of GO catatories associated with PI3K signaling were over-represented in genes adjacent to E16.5 DARs, as well as those nearby common regions. (**D–I**) Examples include proteins upstream of PI3K signaling (**D,G**), core pathway components (**E,H**), and known downstream targets of PI3K sigaling (**F,I**). Many of the downstream targets are components of epithelial basement membrane, which increase as development proceeds. (**G–I**) Examples of DARs correlated with gene expression changes for *Fgfr1* and *Col4a3* are shown. *Pten*, which does not change in expression between E11.5 and E16.5 has common accessible regions of chromatin (in promoter and 5^th^ intron). E11.5 is shown in blue, E16.5 in red. Two-tailed Student’s t-test used for D-F. *** p<0.001.

Consistent with both the PECA and GSEA analyses, genes nearest to increasingly accessible regions of chromatin (E16.5-DARs) as EPC maturation proceeded were most strongly enriched in genes associated with phosphatidylinositol (KEGG mmu04070) and PI3K signaling (KEGG mmu04151). Genes nearest to common accessible regions were also significantly enriched in these same pathways (Figure 4B). Components of the PI3K signaling pathway (eg. *Pik3ca*, *Pikap1*, *Pik3r1*, *Pten*), upstream ligand/receptors (eg. *Egfr*, *Fgf1*, *Igf1r*) and known downstream targets of PI3K signaling were associated with common accessible regions and E16.5 DARs (Figure 4D–F). 

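RNA-Seq values were examined for 3 lists of genes. Of 40 core components of the PI3K pathway tested, 23 had an edgeR adjusted p under 0.05 (9 higher and 14 lower at E16.5), 17 did not, and 32 changed less than 2-fold or not significantly. Adjusted over the list alone, the count was also 23. Counts for this list fell to 18 without the first E16.5 sample. Pik3ca, the catalytic subunit on chromosome 3 from 32397671 to 32468486, was expressed at 41.6 ± 3.41 CPM at E11.5 and 46.6 ± 9.02 CPM at E16.5 (SD, n = 3 each), a log2 fold change of 0.17 (standard error 0.14, edgeR adjusted p = 0.328), which was 0.02 without the third E16.5 sample and 0.30 without the first. The regulatory subunit Pik3r1, on chromosome 13 from 101680563 to 101768217, fell from 54.8 ± 4.85 to 39.7 ± 1.59 CPM (SD, n = 3 each), a log2 fold change of -0.47 (standard error 0.09, edgeR adjusted p = 0.00146). The adaptor Pik3ap1 fell from 23.1 ± 3.73 to 5.06 ± 1.21 CPM (SD, n = 3 each), a log2 fold change of -2.19 (standard error 0.20, edgeR adjusted p = 1.93e-05). Mtor fell by 0.69 and Rptor by 0.80 on the log2 scale, while Pdpk1 rose by 0.47. The largest increases were those of the phosphatase gene Inpp4b, with a log2 fold change of 3.87, and of Pik3c2g, with 3.32. Akt1 had a log2 fold change of -0.27 (edgeR adjusted p = 0.0911), which passed the threshold with DESeq2 (adjusted p = 0.0400), without a filter (edgeR adjusted p = 0.0276) and without the third E16.5 sample (edgeR adjusted p = 0.0413), in a range of 0.0276 to 0.250 over the alternatives of test, scaling, filter and left-out sample for the log2 fold change of Akt1. That change was -0.38 without the third E16.5 sample and -0.13 without the first. Of 37 upstream receptors and ligands tested, 26 were significant with edgeR, 18 higher and 8 lower at E16.5, and 28 were when adjusted over the list alone. The ligand gene Fgf1 had the highest E16.5 level among the ligands that rose at least 2-fold. Fgf9 had a log2 fold change of 3.94. Btc, at 0.225 ± 0.167 CPM (SD, n = 3) at E11.5, had one of 5.30, which ranged from 4.97 to 6.13 with each sample left out. Areg, with at most 2 counts in an E11.5 sample, was at least 188-fold higher at E16.5. Igf1r, on chromosome 7 from 67952827 to 68233668, was expressed at 62.96 ± 16.8 CPM at E11.5 and 74.98 ± 5.85 CPM at E16.5 (SD, n = 3 each), a log2 fold change of 0.25 (standard error 0.18, edgeR adjusted p = 0.247) that lay within the spread between replicates. Without the second E11.5 sample it was 0.05. Among receptors, Insr rose by 0.54 (edgeR adjusted p = 0.0236, and 0.0830 without the third E16.5 sample and 0.0729 without the second E11.5 sample), Fgfr2 by 0.63 and Fgfr3 by 0.87 on the log2 scale, and Fgfr1 and Kit fell by 1.23 and 2.44. An antisense gene overlaps 13.9% of the exon bases of Fgfr3. Of 29 basement membrane genes tested, 23 were significant with edgeR, 20 higher and 3 lower at E16.5, with a median log2 fold change of 1.23, and 16 rose at least 2-fold. Adjusted over the list alone, the count was also 23. Col4a4 had a log2 fold change of 3.39. Col15a1, at 0.171 ± 0.123 CPM (SD, n = 3) at E11.5, had one of 7.80, which ranged from 7.48 to 8.48 with each sample left out. Lama1 and Frem2 fell, with log2 fold changes of -2.99 and -0.99.

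**Figure D1:**
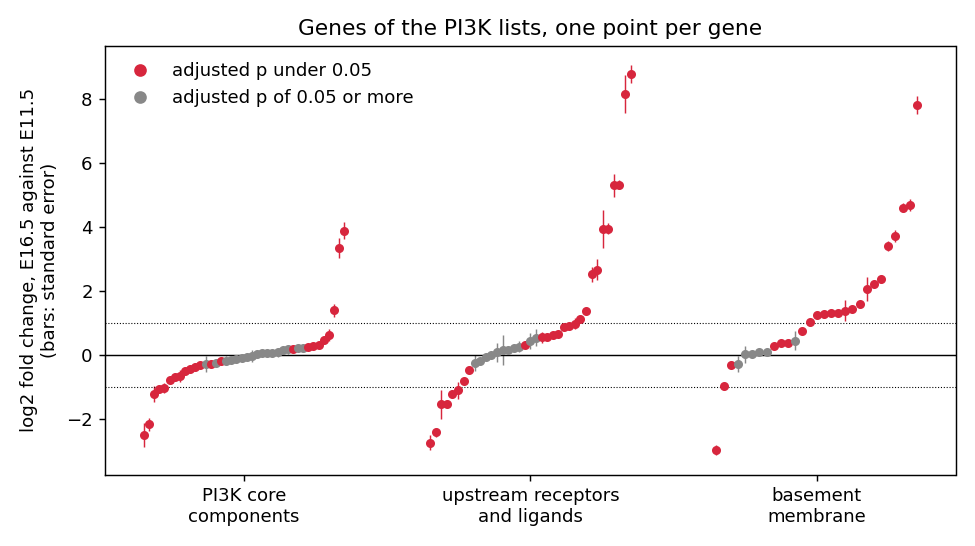
Log2 fold change at E16.5 relative to E11.5 (vertical axis) of each gene of the lists of PI3K core components (40 genes), upstream receptors and ligands (37 genes) and basement membrane (29 genes), ordered within each list, with bars for the standard error, red points for an edgeR adjusted p under 0.05 and dotted lines at a 2-fold change. Among basement membrane genes 16 lie above the upper dotted line and 1 below the lower one, among core components 3 above and 5 below, and the highest upstream points include Areg, whose fitted value depends on counts near 0 at E11.5.

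**Figure D2:**
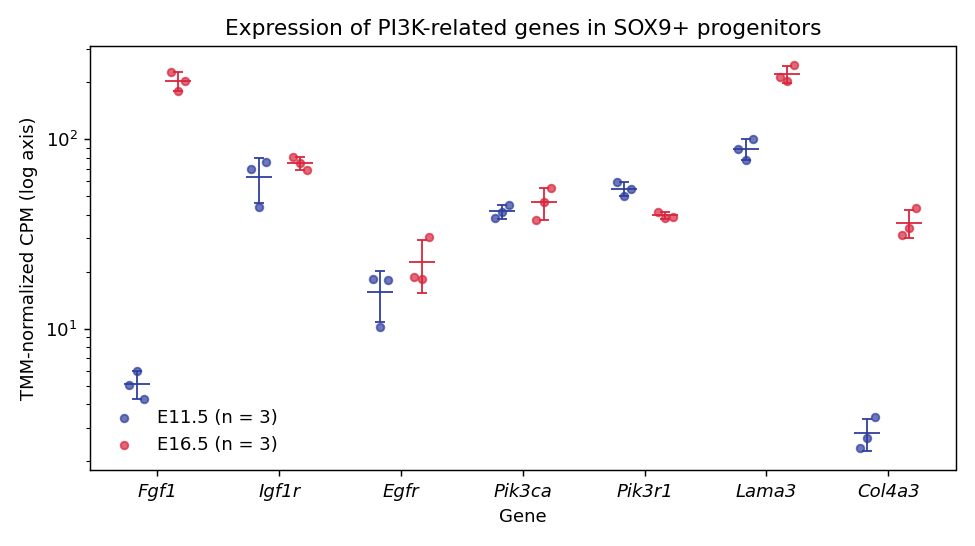
TMM-normalized CPM (log axis) of 7 genes in each sample, blue for E11.5 and red for E16.5, with horizontal lines for the mean and bars for the SD (n = 3 per stage). The samples of the stages are apart for Fgf1, Pik3r1, Lama3 and Col4a3 and overlap for Igf1r, Egfr and Pik3ca.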

While expression of many of core pathway components did not change between E11.5 and E16.5, expression of a number of potential upstream receptor/ligands (e.g. *Igfr*, *Fgf1*) and downstream targets of PI3K signaling increased, including major components of the epithelial basement membrane (e.g. *Lama3*, *Col4a3*). For example, differentially accessible regions within two promoter regions of the *Fgf1* locus and a E16.5-DAR within the first intron of the *Col4a3* locus are shown in Figure 4G, I. In contrast, common accessible chromatin regions are seen within the promoter and 5th intron of *Pten*, which is stably expressed between E11.5 and E16.5 in the SOX9+lung epithelium (Figure 4H). 

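Fgf1 lies on the minus strand of chromosome 18 of mm10 from 38838673 to 38929472. Its expression rose from 5.10 ± 0.851 to 204 ± 23.3 CPM (SD, n = 3 each), a log2 fold change of 5.32 (standard error 0.14, edgeR adjusted p = 2.67e-08), and leaving out each sample in turn kept the change between 5.21 and 5.45. Col4a3 lies on the plus strand of chromosome 1 from 82586921 to 82722059. The first of the 51 introns of its annotated transcript reaches from 82587432 to 82641438. Expression of Col4a3 rose from 2.80 ± 0.540 to 36.2 ± 6.25 CPM (SD, n = 3 each), a log2 fold change of 3.70 (standard error 0.18, edgeR adjusted p = 6.02e-07), with a range of 3.55 to 3.85 when each sample was left out. An antisense gene overlaps 5.65% of the exon bases of Col4a3.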

Taken together, these data suggested that the dynamic changes in chromatin state observed during SOX9+EPC development were modulated by PI3K signaling, an observation only possible with combined chromatin and RNA analysis.

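The shares of changed genes in the PI3K lists were compared with those of all other genes tested by two-sided Fisher's exact tests, with Benjamini-Hochberg adjustment over 8 tests that included the network transcription factors. Genes are not independent replicates, so that these p-values describe the lists and do not generalise. A significant change of at least 2-fold was found in 20.0% of core components, against 21.2% of all genes (exact p = 1.00, adjusted p = 1.00), in 43.2% of upstream receptors and ligands (exact p = 0.00224, adjusted p = 0.00896) and in 58.6% of basement membrane genes (exact p = 1.25e-05, adjusted p = 1.00e-04). These shares count both directions. Of the upstream genes with such a change, 10 were higher and 6 lower at E16.5. Changes of any size that were significant made up 57.5% of core components, 70.3% of upstream receptors and ligands and 79.3% of basement membrane genes, against 58.7% of all genes, and these shares did not differ significantly (adjusted p = 0.999, 0.364 and 0.0635 from Fisher's exact test). From the expression of upstream and downstream genes, the regions of accessible chromatin near them, the network model and the pathway analyses, the paper proposes that PI3K signaling modulated the changes in chromatin state during SOX9+ EPC development.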

### Epithelial-specific deletion of the *Pik3ca* gene in vivo causes persistence of SOX9+ EPCs at E18.5 and inhibition of epithelial differentiation

In order to evaluate the hypothesis that PI3K pathway activation occurs differentially throughout the developing lung epithelial cell population, we measured PI3K pathway activity by detecting AKT protein phosphorylated at Ser-473 (pAKT) in the embryonic mouse lung at E12.5 and E18.5, and in the adult lung (Alessi et al., 1996; Zhang et al., 2016; Figure 5). The highest levels of pAKT expression, and PI3K pathway activation, were observed in the proximal lung epithelium as early as E12.5 (Figure 5A–C) and persisted in the airway epithelium through adulthood (Figure 5J–L). Interestingly, early in development (E12.5) pAKT was more broadly expressed throughout the lung epithelium, and there appear to be a ‘bimodal’ pattern of distribution, with high expression levels in the proximal epithelium and a second peak of signal intensity at the distal branch tips. Much lower levels of pAKT expression and PI3K activation were observed in the mesenchyme at all ages, and the distal lung epithelium at later stages of development (Figure 5D–L). These observations are consistent with a recent published study of early postnatal lung, which demonstrated highest levels of pAKT at postnatal day 5 within the airway epithelium (Zhang et al., 2020). These data support the concept that a proximal-to-distal gradient of PI3K signaling within the lung epithelium may be required for lung epithelial differentiation and proper establishment of epithelial cell-type identity.

**Figure 5.**
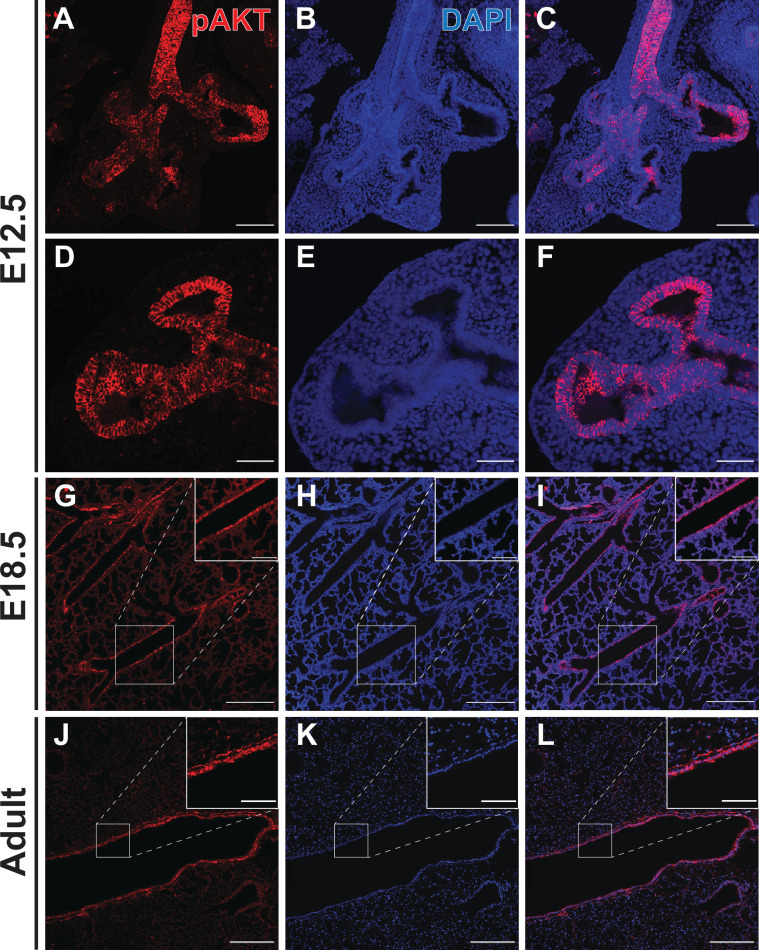
Phospho-AKT staining in the developing lung epithelium. (**A–F**) Strong staining for AKT phosphorylated at Ser473 (pAKT) was observed in the early lung epithelium at E12.5, with minimal staining seen in the mesenchyme. Staining intensity was highest in the proximal lung, but appeared to be pan-epithelial with relatively intense staining also observed at the distal tips. (**G–I**) By E18.5, highest levels of pAKT staining were detected in epithelial cells lining the large conducting airways. (**J–L**) Strong pAKT staining was observed in the conducting airway epithelium, with notable expression in the sub-epithelial airway mesenchyme (see inset). Scale bars: 100 µm (**A–C**), 50 µm (**D–F**), 250 µm (**G–L**), 100 µm (inset G-I), 50 µm (inset J-L).

To test the hypothesis that epithelial activation of PI3K signaling is required for normal differentiation and proximal-distal patterning of the lung epithelium, we used *Shh*-Cre x *Pik3ca*^f/f^ mice to conditionally delete the *Pik3ca* gene from the embryonic mouse lung epithelium (Harfe et al., 2004; Zhao et al., 2006). (Figure 6—figure supplement 1) Lungs from conditional knockout mice (hereafter referred to as *Pik3ca cKO*mice) were harvested at 2-day intervals from E12.5-E18.5, along with littermate controls (including mice both with and without the Cre allele). The lungs of *Pik3ca cKO* embryos at E18.5 were remarkably mispatterned, with abnormal cysts lined by NKX2.1+epithelial cells scattered throughout the lungs (Figure 6), with the remainder of the lungs filled with simplified alveolar structures lined by increased numbers of SOX9+ lung epithelial cells (Figures 6 and 7). A significant increase in the number of Sox9+ epithelial cells was only observed at E18.5; in fact, the mean proportion of epithelium expressing Sox9 at E12.5 and E14.5 was slightly lower in *Pik3ca cKO* embryos (although this did not reach statistical significance). No significant differences were observed in the number of proliferative epithelial cells. Taken together, these data suggest a persistence (rather than proliferative expansion) of the SOX9+epithelial progenitor cell population through the end of fetal lung development.

**Figure 6.**
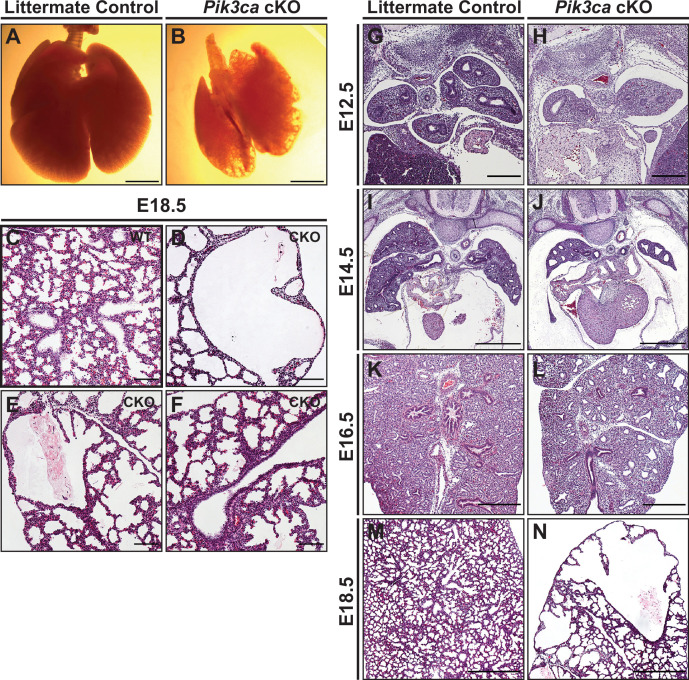
Conditional deletion of *Pik3ca* from the developing lung epithelium results in impaired branching morphogenesis and cystic pulmonary hypoplasia. (**A–B**) Whole-mount images show cystic areas throughout the lungs of *Pik3ca cKO* embryos at E18.5. The lungs are smaller in size compared to littermate controls. (**C–F**) Widefield imaging of H&E stains shows numerous cystic areas in *Pik3ca cKO* and a paucity of conducting airways at E18.5. The majority of the lung tissue consists of simplified alveolar structures. (**G–N**) A time-series of *Pik3ca cKO* embryonic lungs show a decreased number of epithelial branches and smaller lung size at E12.5 and E14.5 (**G–J**). Dilated airspaces are evident by E16.5 (**K–L**), and large cystic structures with simplified alveoli are seen at E18.5 (**M–N**). Scale bars: 2.5 mm (**A–B**), 100 µm (**C–H**), 250 µm (**I–L**), 500 µm (**M–N**).

**Figure 6—figure supplement 1.**
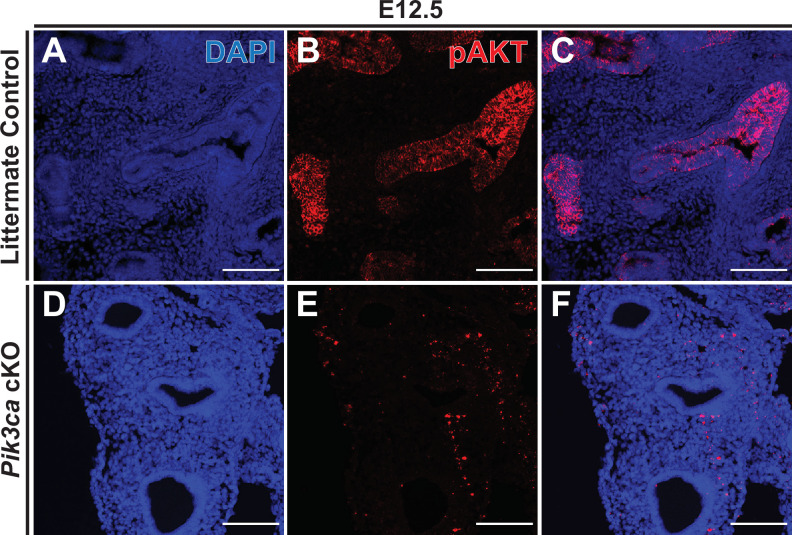
Conditional deletion of Pik3ca with Shh-Cre results in loss of epithelial pAKT staining. (**A–C**) In littermate control embryos, immunofluorescence microscopy clearly detected phospho-AKT (pAKT) in the lung epithelium at E12.5. (**D–F**) In *Pik3ca cKO* embryos, no detectable pAKT signal was observed in the epithelium as early as E12.5. Scale bars: 100 µm.

**Figure 7.**
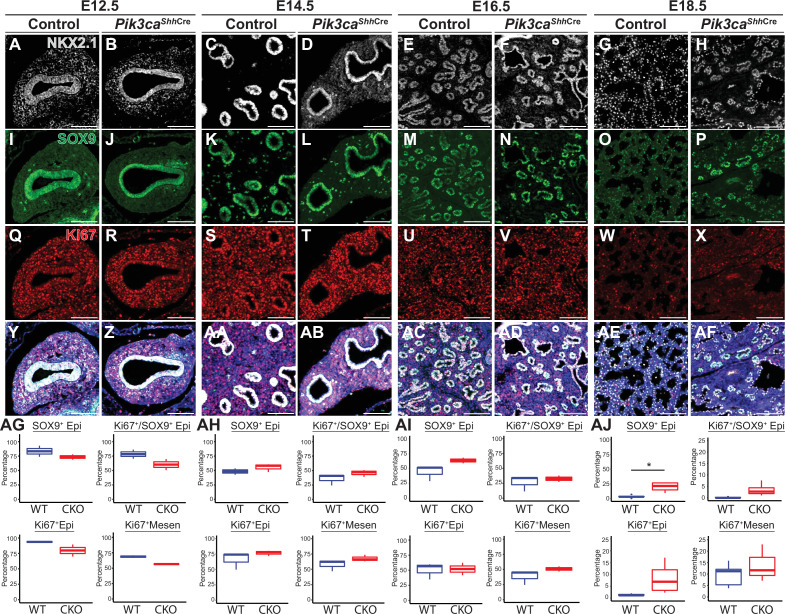
Loss of Pik3ca in the developing lung epithelium leads to persistence of the SOX9+epithelial progenitor cell population at E18.5. (**A–AF**) The relative numbers of NKX2−1+epithelial cells, SOX9+ epithelial progenitor cells, and fraction of proliferating (Ki67+) cells within each population were assessed and quantified using immunofluorescence microscopy from E12.5 to E18.5. (AG-AI) No significant differences were observed in the relative total numbers of SOX9+ EPCs or proliferating SOX9+ EPCs from E12.5 to E16.5. (AJ) At E18.5, significant numbers of SOX9+ EPCs were still present, in contrast to littermate controls. This difference did not appear to be accounted for by a change in proliferation. (n=2–3 embryos per genotype at each timepoint) Scale bars: 100 µm. * p<0.05. Comparisons were not statistically significant, unless noted otherwise.

One of the most dramatic aspects of the phenotype observed in *Pik3ca cKO* lungs was the marked reduction in the number of differentiated secretory and ciliated airway epithelial cells. (Figure 8) There was a decrease in both the total number of SCGB1A1+ secretory cells, and the intensity of SCGB1A1 staining within individuals cells, as measured by immunofluorescence microscopy. (Figure 8Y-MM, QQ) Moreover, there was a dramatic reduction in the mRNA levels of the secretory cell markers *Scgb1a1* and *Scgb3a2*. (Figure 8PP) A similar reduction was observed in the total number of ciliated cells, altered expression patterns of the microtubule protein TUB1A1, and a marked reduction on *Foxj1* mRNA levels. (Figure Y-MM, NN-OO) In contrast, the impact on the number of SOX2+ airway epithelial cells was much less dramatic. From E12.5-E16.5, there appears to be a decrease in the number of airway branches consistent with an impairment in braching morphogenesis, also evident in H&E staining shown in Figure 6. However, the airways present appear to be lined with epithelial cells expressing SOX2+ at an intensity comparable to littermate controls. At E18.5, *Sox2* mRNA expression levels were overall decreased by an average of 30% (but did not reach statistical significance; Figure 8A–X, NN). Taken together, these data suggest that there is a significant impairment of airway epithelial differentiation following epithelial-specific loss of PI3K signaling, with a more subtle impact on the total number of SOX2 +airway epithelial cells overall.

**Figure 8.**
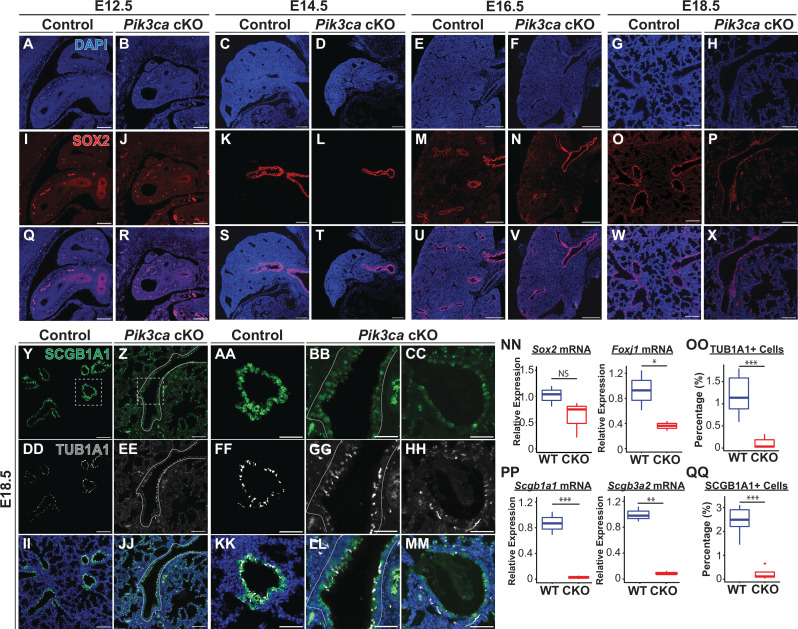
Loss of Pik3ca in the developing lung epithelium leads to impaired airway epithelial cell differentiation. (**A–X**) SOX2 expression is observed in the airway epithelium from E12.5 to E18.5. (NN) Although the total number of SOX2 + cells present at E18.5 appears to be decreased in images A-X, the relative expression of Sox2 mRNA is not significantly changed. (**Y–MM, NN–PP**) A marked decrease in both the total number of SCGB1A1+secretory cells and TUB1A1+ciliated cells, and the mRNA expression levels of related transcripts was observed at E18.5. Scale bars: 100 µm (A-X, except E16.5 timepoint; **Y–Z, DD–EE, II–JJ**), 250 µm (**E–F, M–N, U–V**), 50 µm (AA-CC, FF-HH, KK-MM). N=5 *Pik3ca cKO* lungs and N=6 wild-type lungs were included for all cell counts based on immunofluorescence microscopy (OO, QQ) N=3 biological replicates per genotype for qPCR (NN, PP). Two-tailed Student’s t-test used for NN-QQ. * p<0.05, ** p<0.01, *** p<0.001.

Taken together, these data demonstrate that epithelial-specific PI3K signaling is required for proper proximal/distal patterning of the lung during development. Both in vivo and in vitro data demonstrate that loss of PI3K signaling causes persistence of the SOX9+ lung epithelial progenitors into late embryonic life, inhibiting normal proximal lung epithelial differentiation and resulting in mispatterning of both the airway and alveolar structures of the lung. Finally, this requirement for PI3K signaling demonstrates that careful comparative analysis using both chromatin accessibility and gene expression data provides higher sensitivity to identify novel regulators of development that may be unrecognized from expression data alone.

## Discussion

The mature mammalian lung is composed of dozens of specialized cell types that are necessary to permit gas exchange and facilitate terrestrial life (Morrisey and Hogan, 2010; Swarr and Morrisey, 2015; Basil et al., 2020; Basil and Morrisey, 2020). While many of the major transcription factors and signaling pathways that drive differentiation of lung cells during development have been defined, mechanisms by which these signals are integrated into the chromatin state to establish and maintain cellular identity remains incompletely understood. Here, we have generated a map of the chromatin accessibility landscape during SOX9+ lung epithelial progenitor cell development, which we have made readily available to the scientific community through the LGEA Web Portal (https://research.cchmc.org/pbge/lunggens/mainportal.html), a product of the NIH LungMap Project (Du et al., 2015; Ardini-Poleske et al., 2017; Du et al., 2017). Accessible chromatin regions identified in our study are highly correlated with histone post-translational modificiations normally associated with active, functional cis-regulatory elements, and changes in the accessibility of these regions of chromain are associated with changes in developmental gene expression. Changes in chromatin accessibility were preferentially located at putative enhancers, highlighting the importance of targeted chromatin remodeling at select enhancers in the development of the SOX9+ lung epithelial progenitors.

Our combinatorial approach to the analysis of both mRNA and chromatin accessibility data led to the observation that PI3K was a key regulator of EPC development. Accessible regions of chromation, particularly those regions that became more accessible as development proceeded, were significantly enriched nearest genes associated associated with PI3K signaling. Signaling through the PI3K pathway, as measured by pAKT immunostaining, was highest in the proximal lung epithelium throughout development. In vivo, a paucity of airways were observed in the *Pik3ca cKO* lungs; although the airways present were lined by SOX2+ epithelium, mature secretory and ciliated cell markers were decreased. *Pik3ca cKO* mice also demonstrated extensive distal cysts and simplified alveoli. Both results emphasize the need for an intact gradient of PI3K signaling during development for proper differentiation of the proximal and distal portions of the lung. Follow-up studies using inducible Cre drivers to inactivate the PI3K pathway in more specific cell populations at specific stages of development will be needed to understand the time- and context-dependency of PI3K signaling in lung development.

The markedly abnormal lung epithelium seen in *Pik3ca cKO* animals imply a critical role for PI3K in lung development, raising several future questions. The role of PI3K signaling in directing branching morphogenesis remains incompletely defined. Although conditional deletion of *Pik3ca* in the developing lung epithelium in vivo appears to lead to impaired branching morphogenesis, lung explant models employing pharmacologic inhibitors of PI3K signaling, and a recent study that conditionally deleted *Pik3ca* in the lung mesenchyme during mouse lung development show an increase in branching morphogenesis. (Carter et al., 2014; Dai et al., 2022) The overlapping and unique roles of PI3K signaling in the epithelium and mesenchyme warrant further investigation. Second, the receptor/ligand pairs modulating PI3K signaling in the developing lung remain to be defined. FGF signaling, particularly FGF7 and FGF10 signaling through FGFR1/2 has been shown to play a key role in initial outgrowth of the lung bud and subsequent branching morphogenesis. However, abrogation of FGF7 or FGF10 signaling through FGFR1/2 causes apoptosis and failure of lung epithelial outgrowth, not expansion of SOX9+ progenitor cells as observed presently, and thus the phenotypes observed in *Pik3ca cKO* animals cannot simply be explained by a downstream effector of the FGF7/10-FGFR1/2 signaling axis; EGF, other FGFs, and IGF are all potential regulators to be explored. It is worth noting that the ‘bimodal’ pattern of pAKT staining early in development may be a result of FGF10-FGFR2 signaling at the branch tips, with signaling through additional receptor-ligand pairs acting to pattern and direct differentiation of the proximal epithelium.

Third, our data suggest that the PI3K pathway may regulate chromatin state during lung development. Studies from cancer, where aberrant activation of PI3K signaling is common, have shown that pAKT can directly interact with a number of key chromatin regulatory (CR) complexes to modulate chromatin state (Yang et al., 2019). We speculate that the PI3K signaling pathway serves as the central ‘switch-board’ integrating signals received from diverse receptor ligand-pairs during lung epithelial development, and in turn directly modulates chromatin state, including chromatin accessibility, through interactions between pAKT and key CR complexes to direct lung epithelial differentiation (Figure 9). Future studies investigating the interface of PI3K signaling within the lung epithelium on chromatin state, cellular differentiation, and cell-type identity will be of significant interest in defining these mechanisms.

**Figure 9.**
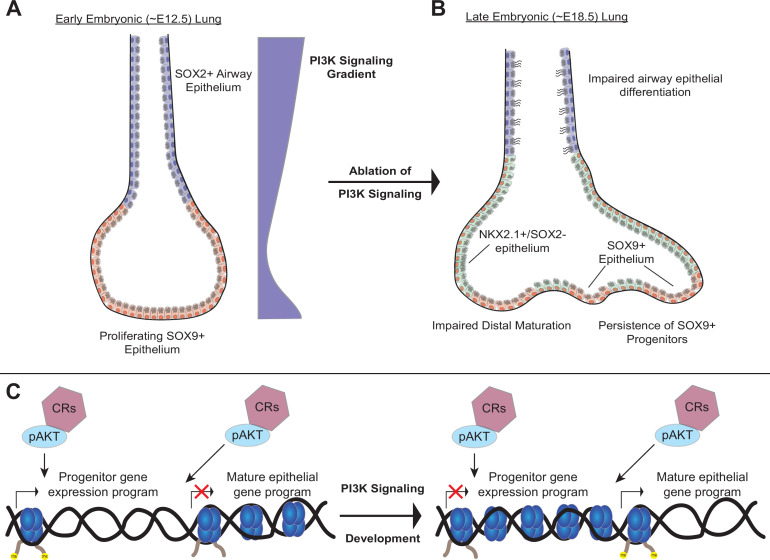
A model of the role of PI3K signaling in the developing lung epithelium. (**A**) During normal lung epithelial development, a proximal-to-distal gradient of PI3K signaling patterns the lung epithelium, with highest levels in the developing conducting airways and distal tips (early in development). (**B**) Genetic ablation of PI3K signaling causes persistence of the SOX9+progenitor cells, and impairs epithelial differentiation of alveolar and conducting airway epithelial cells. (**C**) PI3K signaling may directly modulate chromatin accessibility to promote differentiation and pattern cell-type identity during lung epithelial development.

Finally, our data highlight the dearth of data regarding the molecular mechanisms by which chromatin accessibility changes are regulated during differentiation of the SOX9+ EPC and other lung progenitor populations. It remains unknown which of the dozens of proteins and complexes that are known to remodel chromatin are specifically required for development and differentiation of the lung epithelium. Studies in other tissues imply that specific CR complexes interface with major developmental transcription factors to mediate chromatin accessibility, and that chromatin accessibility changes are an integral part of cell-type identity. Given the promising progress of epigenomic therapies in cancer (Bates, 2020), there is an urgent need for in vivo genetic studies targeting specific CR complexes and CRISPR-based epigenome engineering strategies (Holtzman and Gersbach, 2018) to define the epigenomic mechanisms of lung homeostasis and disease.

## Materials and methods

### Animal husbandry

Experiments were performed on a mixed C57BL/6, CD-1 background. All animal work was performed under the approval and guidance of the Cincinnati Children’s Hospital Institutional Animal Care and Use Committee (IACUC). The Tg(Sox9-EGFP)^EB209Gsat^ mouse line (MGI ID: 3844824) was used for isolation of SOX9+epithelial cells, using the methods described below (Gong et al., 2017). The *Shh*^tm1((EGFP/cre)Cjt)^ (JAX stock # 055622) and *Pik3ca*^tm1Jjz^ (JAX stock #017704) lines were used to conditionally delete *Pik3ca* from the developing lung epithelium (Harfe et al., 2004; Zhao et al., 2006).

### Single-cell RNA sequencing analysis

Publicly available scRNA-seq data from EpCAM sorted E11 mouse lung epithelium were combined with publicly available E16 whole lung scRNA using Seurat’s *FindIntegrationAnchors*, using only genes found in both datasets (Kuwahara et al., 2020). After integration, SeuratWrappers and Monocle 3 were used to create a linage trajectory after indicating E11 epithelial cells as the root of the model, minimal_branch_len = 18. After sub-setting out all epithelial cells, gene modules were calculated using Monocle3’s *find_gene_modules*, resolution = 1e-3, with *graph_test* results as input, q_value <0.01. Unless indicated all default settings for Mononcle3 were used. Marker genes for E16 distal and proximal epithelial cells were generated by comparing only epithelial clusters using Seurat’s *FindMarkers*. Genes in gene modules of interest were analyzed by Toppfunn’s functional enrichment analyses to determine biological process related to specific modules.

### SOX9+ lung epithelial progenitor cell isolation

Timed matings were performed by placing a Tg(Sox9-EGFP)^EB209Gsat^ male reporter mouse with a wild-type female, and the presence of a copulation plug the following morning was used to define gestational day (GD) 0.5. Lungs were microdissected from embryos isolated from pregnant females at E11.5 and E16.5 (n=3 at each timepoint). Lung lobes were isolated from trachea, eosphagus and surrounding tissue, minced with fine scissors, and then were digested with 1 mL 10 X TrypLE (Gibco) for 5–10 min at 37 °C with agitation. Cells were filtered (70 µm and 35 µm filters, respectively) and washed with FACS buffer (HBSS buffer(Gibco), 2% FBS, 25 mM HEPES buffer pH 7.0, 2 mM EDTA pH 7.4) twice. Next, cells were labeled with anti-CD326 (eBioscience #17-5791-82), anti-CD31 (eBioscience #25-0311-82) and anti-CD45 (eBioscience #15-0451-82) at a 1:200 dilution for 10 min at 4 C. Cells were then washed again, and treated with 7-AAD (BioLegend) (5 µL per 100 µL FACS buffer). SOX9+ lung epithelial cells were isolated by sorting for GFP+/CD326+/CD31-/CD45-/7-AAD- using a BD/FACSAria II cell sorter. Cells were sorted directly into Trizol (ThermoFisher Scientific) for RNA isolation, or enriched cell-culture media (HBSS buffer (Gibco), 25 mM HEPES buffer, 50% FBS) for ATAC-Seq library preparation.

### RNA-Seq library preparation, sequencing, and bioinformatic analysis

Isolated SOX9+ lung epithelial cells sorted directly into Trizol were sent to GeneWiz, LLC for RNA isolation and library preparation. After Trizol/chloroform extraction, RNA isolation was completed with the RNeasy Micro Plus kit per manufacturer’s instructions (Qiagen). SMART-Seq v4 Ultra-Low Input RNA kits (TaKaRa Bio) were used to generated polyA selected libraries from total RNA. Sequencing was performed on an Illumina HiSeq platform, using 2x150 bp configuration. Quality trimming and adapter clipping of sequencing reads was performed with Trimmmatic (Bolger et al., 2014). Read quality was assessed before and after trimming using the FastQC program. Reads were then aligned against the mouse reference genome (mm10) using the STAR aligner (Dobin et al., 2013). Duplicate reads were flagged and removed using the MarkDuplicates program from Picard tools. Per-gene read counts for GENECODE release M12 (GRCm38.p5) were computed using the Rsubread R package, with duplicate reads removed (Frankish et al., 2019; Liao et al., 2019). Gene counts represented as counts per million (CPM) were first nominalized using the TMMmethod in the edgeR R package, and genes with 25% of samples with a CPM <1 were removed. The data were transformed using the VOOM function from the limma R package (Law et al., 2014). Differential gene expression was performed using a linear model with the limma package. Heat maps and principal component analysis plots were generated in R. GO enrichment analysis for the biological process was performed using the R package GAGE (Luo et al., 2009). Expression of select gene targets were displayed using the boxplot function of ggplot2() in R with tpm counts generated by Stringtie (Pertea et al., 2015; Wickham, 2016).

### ATAC-Seq library preparation, sequencing, and bioinformatic analysis

Isolated SOX9+lung epithelial cells were sorted into HBSS buffer (Gibco) containing 50% FBS and 25 mM HEPES buffer (Gibco). Nuclei were isolated, the transposase reaction was performed with Nextera Tn5 transposase (Illumina), and PCR amplification was performed according to previously published protocols (Buenrostro et al., 2015a). Sequencing was performed by GeneWiz, LLC on an Illumina HiSeq platform, using 2x150 bp configuration. Reads were quality filtered and adapters were trimmed using Trimmomatic, version 0.39 (Bolger et al., 2014). Reads were aligned to mouse genome mm10 using bowtie2 (Langmead and Salzberg, 2012). Duplicated reads were removed with picard tools, and blacklisted regions were filtered out using bedtools (Amemiya et al., 2019). Peak calling was performed with MACS2 (version 2.2.1.20160309) using the additional parameters ‘—nomodel’, ‘—shift –100’, and ‘—extsize 200’. The MACS2 ‘bdgdiff’ function was used to identify differentially accessible regions. A q-value (FDR) of 0.05 was used to determine significance for both analyses. Peak annotation, gene ontology analysis of nearest genes, and quantification of ENCODE ChIP-Seq read density by ATAC-seq peak location analyses were performed using Homer and heatmaps were generated using the aheatmap() module in the R software package (Heinz et al., 2010). The R software package was used to measure and display relationships between ATAC-Seq peak location and nearest gene neighbor expression values. ChIP-Seq data for H3K4me1, H3K4me3, and H3K27ac were accessed either directly from the ENCODE Project website (https://www.encodeproject.org/) or via the UCSC genome browser (https://genome.ucsc.edu/) (ENCODE Project Consortium, 2012; Sloan et al., 2016; Davis et al., 2018). A list of ENCODE accession numbers and generating laboratories for these datasets appears in Supplementary file 7. Genomic interval plots were generated using the UCSC genome browser with the GRCm38/mm10 genome builds. Paired expression and chromatin accessibility modeling was performed using the methods and software described previously (Duren et al., 2017). Stringtie was used to generate tpm based expression matrices as input into PECA from merged bam files for all replicates at each developmental timepoint (Pertea et al., 2015). Replicated ATAC-Seq peaks were used as the chromatin accessibility input to PECA.

### Histology and immunofluorescence microscopy

Tissues were fixed in 4% paraformaldehyde, embedded in paraffin wax, and sectioned at 5 µm intervals. Slides were stained with hematoxylin using standard protocols, as previously described (Herriges et al., 2014; Swarr et al., 2019). Immunofluorescence staining was performed using the following antibodies: anti-NKX2.1 (guinea pig, Seven Hills, 1:500), anti-SOX9 (rabbit, Millipore, 1:100), anti-KI67 (mouse, BD Pharmigen, 1:100), anti-SCGB1A1 (rabbit, Seven Hills, 1:500), anti-TUB1A1 (mouse, Sigma Aldrich, 1:1000), and anti-SOX2 (mouse, Santa Cruz, 1:100). Immunofluorescence for phosphorylated-ATK (pAKT) was performed with anti-pAKT (rabbit, Cell Signaling, 1:100), followed by multi-step detection with the Biotin-Tyramide signal amplification kit (Perkin Elmer) with a 15-min exposure time. TUNEL staining was performed using the TACS-XL Blue Label kit, per manufacturer’s instructions (Trevigen). All slides were mounted with Prolong Gold Antifade medium (Invitrogen), and were then imaged on either a Nikon Eclipse 90i widefield, or Nikon A1R GaAsP Inverted Confocal Microscope. Cell type quanitification based on immunofluorescence microscopy images was performed using the Nikon Elements Advanced Analysis software suite.

### Whole-mount imaging

Tracheal lung tissue isolated at E12.5, E13.5, and E14.5 was subject to whole mount immunofluorescence staining as described (Sinner et al., 2019). Embryonic tissue was fixed in 4% PFA overnight and then stored in 100% MeOH at –20 °C. Whole-mounts were permeabilized in Dent’s Bleach (4:1:1 MeOH: DMSO: 30%H_2_O_2_) for 2 hr, and were then taken from 100% MeOH to 100% PBS. Following washes, tissue was blocked in a 5% (w/v) blocking solution for 2 hr, and was then incubated overnight at 4 °C in primary antibody solution. After washes in PBS, whole-mounts were incubated with a secondary antibody overnight at 4 °C. Samples were then washed, dehydrated and cleared in Murray’s Clear. Images of whole-mounts were obtained using confocal microscopy (Nikon A1R). Imaris imaging software was used to convert z-stack image slices obtained using confocal microscopy to 3D renderings of whole-mount samples.

### Quantitative real-time PCR

A single-cell suspension was generated, using the methods described above, from either lung explant cultures or embryonic mouse lungs isolated at E18.5 from Pik3ca cKO embryos and littermate controls. Epithelial cells were isolated using sheep anti-rat Dynabeads (Thermo Fisher) with rat anti-mouse CD326 antibody (Thermo Fisher). Total RNA was subsequently isolated from the bead-sorted epithelial cells using Trizol (Invitrogen), per the manufacturer’s protocol. cDNA was synthesized from total RNA by using the SuperScript IV strand synthesis system (Invitrogen). Quantitative real-time PCR was performed using the SYBR Green system (Applied Biosystems) with primers listed in Supplementary file 8. *GAPDH* and *Tbp* expression values were used to control for RNA quantity. Two-tailed Student’s T-Test was used for all comparisons involving two groups.

### Data access

The data sets from this study have been submitted to the NCBI Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) under accession number: GSE188239.

## Data Availability

Sequencing data have been deposited in the GEO database, under the accession code GSE188239, GSE188230, and GSE188237. The following datasets were generated: KhattarD FernandesS SnowballJ GuoM GillenMC SinnerD ZachariasW SwarrDT 2022Sox9+ Progenitor Cell RNA-SeqNCBI Gene Expression OmnibusGSE18823010.7554/eLife.67954PMC942711235976093 KhattarD FernandesS SnowballJ GuoM GillenMC SinnerD ZachariasW SwarrDT 2022Sox9+ Progenitor Cell ATAC-SeqNCBI Gene Expression OmnibusGSE18823710.7554/eLife.67954PMC942711235976093 KhattarD FernandesS SnowballJ GuoM GillenMC SinnerD ZachariasW SwarrDT 2022PI3K signaling specifies proximal-distal fate by driving a developmental gene regulatory network in SOX9+ mouse lung progenitorsNCBI Gene Expression OmnibusGSE18823910.7554/eLife.67954PMC942711235976093 The following previously published datasets were used: RinB 2014H3K4me1 ChIP-seq on embryonic 16.5 day mouse lungENCODEENCSR387YSD RinB 2014H3K4me3 ChIP-seq on embryonic 16.5 day mouse lungENCODEENCSR295PFM RinB 2014H3K27ac ChIP-seq on embryonic 16.5 day mouse lungENCODEENCSR140UEX KuwaharaA LewisAE CoombesC LeungFS PerchardeM BushJO 2020Delineating the early transcriptional specification of the mammalian trachea and esophagusDryad Digital Repository10.7272/dryad.Q6WW7FVBPMC728281532515350 WhitsettJA XuY 2015E16.5 mouse lung, scRNA_SeqLungGensE16.5 scRNA-Seq

How the deposited data were processed for this re-analysis (not part of the article)

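RNA-Seq was done on sorted SOX9+ EPCs of embryonic mouse lung, with 3 samples at E11.5 and 3 at E16.5. The authors trimmed the reads with Trimmomatic, aligned them to mm10 with STAR, removed duplicate reads with Picard, and deposited counts of the remaining reads on each gene of GENCODE release M12, made with Rsubread and not normalized. The authors also deposited log2 values per sample, which the methods describe as voom values after TMM normalization and removal of genes with low CPM. The paper's text gives no program versions for these steps, does not state whether counting used the strand, and does not give the number of embryos in each RNA-Seq pool. All 6 columns of the count table were used. Columns of no sample and entries naming no gene numbered 0 each.

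Sample totals ran from 27698952 to 35225562 counts. The 15231 genes with deposited voom values held between 99.59% and 99.66% of the counts of a sample, and these genes were tested. Library sizes were taken over all 49585 genes. Symbols, coordinates and exon overlaps came from GENCODE release M21, which is on the same genome build, GRCm38 (mm10), as M12. Of the 49585 genes, 259 had no entry in M21. A stage in which no sample had more than 3 counts of a gene was treated as at the floor, where 1 sample's floor lay between 0.0836 and 0.108 CPM, and folds against it were given as lower bounds. Floors cover counting error only. Amplified reads without molecular identifiers are not independent molecules.

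Differential expression was tested in R 4.3.3 with edgeR 4.0.16 (quasi-likelihood test, TMM normalization, stage as the only term, Benjamini-Hochberg adjustment over all genes tested, threshold 0.05). Log2 fold changes are E16.5 relative to E11.5. Standard errors were derived from the fold change and its F statistic. Gene sets with at least 5 members tested were examined with camera of limma 3.58.1, with a preset correlation of 0.01, on voom values with TMM normalization and adjustment over 31 sets. Sets came from the Reactome collection shipped with fgsea 1.28.0, from lists written by hand and from symbol rules. A set was used if at least 80% of its members matched a gene. The Reactome set for translation was left out because 63.52% matched (148 of 233). KEGG and GO sets were not used here. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. TPM values were computed from the counts and the summed exon lengths of each gene, whereas the authors' TPM values came from Stringtie.

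The comparisons, tests, gene lists and alternatives were fixed before the data were examined, except those named in the text as chosen later. Named genes were those the paper names in connection with the SOX9+ RNA-Seq or the network, the 3 genes with the largest fitted increase and the 3 with the largest fitted decrease among significant genes with a mean of at least 10 CPM and no overlap between stages, and members of the gene lists. Besides the PI3K core, PI3K upstream, basement membrane and network transcription factor lists, marker lists were summed per sample for airway secretory, ciliated, neuroendocrine, alveolar type 1 and type 2, mesenchymal, cartilage, endothelial, white blood, red blood and esophageal or basal cells, for epithelium, for Y-linked genes and for Xist. Lists of acinar pancreas genes were written after an excess of such genes had been noticed.

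The alternatives were DESeq2 1.42.0 with its size factors, limma-voom with TMM (the test that the authors' methods describe), RLE factors or library size alone in the edgeR fit, no filter, a minimum of 10 counts in every sample, a CPM of at least 1 in at least 5 of 6 samples, a test for changes larger than 2-fold, the replicate number as a block, each sample left out in turn, and for sets an estimated correlation, fry, and sets without proteasome and ubiquitin genes. Voom with quantile normalization and limma on the deposited log2 values were added after the data had been seen. Each procedure was first tested on simulated counts for 15231 genes drawn from the means and library sizes of the samples, with 200 genes changed. The edgeR test called 176 of these (88%) with the right sign, and 12 unchanged genes made up 6.38% of its calls. For DESeq2 the share of unchanged genes among calls was 14.2%. Among 53 simulated sets, camera, camera with estimated correlation and fry each recovered both altered sets and called 0 of the 51 unchanged ones. The simulated genes were drawn independently, so this check cannot show how the set tests behave when genes of a set are correlated. Far fewer genes were altered than the 8937 called in the data, so the shares of wrong calls may differ there. The copy of Supplementary file 1 used here held 1998 of its 9127 entries, so no overlap with it was tested. ATAC-Seq, ChIP-Seq and single-cell data were not analysed here. Positions of the study's accessible regions at Col4a3 were looked up in a supplementary sheet held only in part and are not reported.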

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

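The tests in this part were chosen after the results they bear on had been seen.

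Transcripts of acinar pancreas, which the paper does not discuss, stood out in 1 sample. The summed CPM of 13 acinar genes was 63.66 in the third E16.5 sample, against 1.048 and 1.821 in the other E16.5 samples and 5.234, 3.764 and 3.363 at E11.5. All 13 were highest in that sample, but they had been picked for this pattern. Pnliprp1 made the largest contribution, with 990 counts there and 13 to 90 counts elsewhere. RNA from pancreas cells, through carry-over at dissection, sorting or library preparation, would bring other acinar genes as well. Of 20 further acinar genes that had not been looked at, 18 were detected and 8 were highest in the third E16.5 sample, fewer than the majority set as the criterion. That shortfall does not exclude the explanation, since genes such as Rbpjl, with 3520 to 3768 counts in each E16.5 sample, are expressed in the progenitors and would hide a small share. In a count made after that test, 13 of the 20 had no more than 3 counts in any of the other 5 samples, and 7 of these 13 (Try10, Rnase1, Serpini2, Sycn, Reg1, Ctrc and Erp27) had between 7 and 20 counts in the third E16.5 sample. Carry-over in that sample and expression of acinar genes by its cells cannot be told apart, because the criterion was missed and only 1 sample shows the excess. The design gives no biological difference between samples of one stage, so no biological explanation was tested.

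Red blood cell genes, mainly globins, summed to 290.5 ± 94.4 CPM (SD, n = 3) at E16.5, in cells sorted as negative for CD45, a marker of white blood cells. At E11.5 they summed to 32.92, 3.82 and 1.976 CPM, so that the E11.5 mean of 12.9 rests on the first sample. If the transcripts come from red blood cells or their free RNA, their kind should follow the age of the embryo. Embryonic globins made up 72.5% of globin counts at E11.5, against 0.0608% at E16.5. By sample the E11.5 shares were 74.6%, 56.6% and 40.9%, the last over 9 embryonic and 13 adult counts, and at E16.5 the highest share was 0.24%. The switch is consistent with RNA from red blood cells of the embryos, which may have entered with lysed cells. Depth does not account for it, since the E16.5 libraries were no deeper than the E11.5 libraries by median. A difference in how much blood reached the samples of each stage and a change with age in the progenitors themselves both remain open.

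Airway secretory genes, which the paper discusses for airway epithelium and not for the sorted SOX9+ cells, summed to 352.4 ± 66.9 CPM at E16.5 and to 81.7 ± 5.38 CPM at E11.5 (SD, n = 3 each). Scgb3a2 had a log2 fold change of 8.35. A candidate explanation is a share of airway cells among the sorted E16.5 cells, which would raise airway genes together. Sox2, a gene of the airway, had a log2 fold change of -2.83. This does not settle the matter, because Sox2 was at 35.6 CPM at E11.5 and a small share of airway cells would be hidden by its fall. Of the 6 genes on the list, Cldn10 and Sox2 were already expressed by the E11.5 cells, and Scgb3a1 stayed near the floor. Airway cells in the sorted population and expression of secretory genes by distal progenitors at E16.5 cannot be told apart, since bulk samples do not resolve cells. Stage remains a biological explanation that was not tested separately.

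Col2a1, a cartilage collagen gene that the paper does not discuss in these cells, was at 667.6 CPM at E11.5 and fell to between 75.8 and 101 CPM at E16.5 (log2 fold change -2.97, edgeR adjusted p = 3.45e-07). Fn1, on the mesenchymal list, fell as well (log2 fold change -1.80). Sox9 is also expressed in tracheal mesenchyme, as Figure 1 shows, and mesenchymal cells among the sorted E11.5 cells could bring both transcripts. Such cells would bring their other abundant transcripts too. The other 9 mesenchymal genes, Col1a1 and Col3a1 among them, summed to 24.8 ± 3.04 CPM at E11.5 and 38.2 ± 1.03 CPM at E16.5 (SD, n = 3 each), a ratio of 1.54 in the opposite direction. This argues against mesenchymal cells of that kind as the cause of the E11.5 excess. Of the cartilage genes, Acan had at most 10 counts in any sample, Matn1 had 0 counts in each, and Col9a1 rose at E16.5. A difference between stages in the progenitors themselves remains open and was not tested further.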

How the results depend on the processing

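The comparison of splits was set before its result was seen, and voom with quantile normalization and limma on the deposited log2 values were chosen after seeing the data.

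The 8937 genes with an adjusted p-value under 0.05 became 8942 with DESeq2, 8988 with limma-voom, 8923 with RLE factors, 8948 with library size alone, 8326 with at least 10 counts in every sample, 7751 with a CPM of at least 1 in at least 5 of 6 samples and 10084 without a filter. Leaving out one sample gave from 7940 to 8503 genes across 6 fits. Shared with the main list were 8704 of the DESeq2 calls, 8848 of the limma-voom calls and between 7838 and 8153 of the calls with a sample left out, and 0 shared calls changed sign in any of these settings. Quantile-normalized voom gave 9085 genes and the deposited values 8554, of which 45.9% and 46.2% were higher at E16.5 against 51.3% in the main test. These shifted the median log2 fold change of all genes to -0.05. Of the 10 ways to split the 6 samples into groups of 3, only the real one gave as many genes, that is 1 of 10. The other 9 gave 0 genes each, with 57 to 160 genes at an unadjusted p under 0.05. With 10 splits the share cannot fall under 0.1, so that chance cannot be excluded by this count alone.

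The 3230 genes with a change of at least 2-fold became 2053 with the stricter CPM filter, which tests fewer genes, and 2115 when a change larger than 2-fold was itself tested. Under the other alternatives they numbered between 2565 and 4689. Of the genes with at least a 2-fold change, 57.8% were higher at E16.5 in the main test. The share was 51.48% with quantile-normalized voom and 52.25% on the deposited values. Counts for the lists stayed within 1.5 times the main count under each alternative, at 16 to 17 network factors, 18 to 25 core components, 20 to 29 upstream genes and 20 to 24 basement membrane genes.

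For gene sets, 13 with the preset correlation became 0 when the correlation was estimated for each set, with 2 sets at an unadjusted p under 0.05, and 22 with fry. The cause was not tested. The other alternatives gave between 12 and 16 sets. Over the 31 sets and their alternatives, 16 results were weaker, 22 stronger, 12 reversed and 384 the same. No reversed set was significant. Hippo signaling reversed with fry (adjusted p = 0.215), and phosphatidylinositol metabolism with fry (0.0817), without a filter (0.914) and with at least 10 counts (0.966). Some fits with a sample left out also reversed these 2 sets, the G2 and M phases and the mitochondrial genome, with adjusted p over the 6 fits from 0.621 to 0.945, 0.780 to 0.966, 0.421 to 0.966 and 0.376 to 0.996 in this order.

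Changes near 0 reversed without reaching significance. With library size alone, the log2 fold changes of Ccnt2, Hif1a and Foxp1 were -0.00601, -0.00771 and -0.0169. Foxp1 was at -0.00534 with DESeq2, -0.00545 with RLE factors, -0.00111 with the CPM filter and -0.00451 with at least 10 counts. Across the fits that each left out one sample, Ccnt2 ranged from -0.0686 to 0.0675, Hif1a from -0.0143 to 0.0513, Cebpg from -0.0506 to 0.0197, Foxp1 from -0.0383 to 0.0432 and Etv5 from -0.0262 to 0.164. The cause was not tested. Among the named genes, Sox9 lost significance with limma-voom (adjusted p = 0.0522) and in 5 of the 6 fits with a sample left out, the exception being the fit without the second E11.5 sample (range 0.00641 to 0.160 for the log2 fold change of Sox9). Insr lost it without the second E11.5 sample (0.0729) or the third E16.5 sample (0.0830). On the deposited values both lost it (0.102 and 0.0904). Irx1 gained it with DESeq2, RLE factors, library size alone, each filter setting, quantile-normalized voom and without the second E11.5 sample (range 0.00557 to 0.165 for the log2 fold change of Irx1). Egfr and Akt1 gained it without a filter, and Akt1 with DESeq2 and without the third E16.5 sample (0.0413). In all, among results for single genes, 11 were weaker, 14 stronger, 20 reversed and 1211 the same.

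Replicate numbers did not pair the samples. The correlation of the deviations of same-numbered samples from their stage means was 0.0526, -0.0705 and 0.0313. The fit with a replicate block gave 8784 genes, 3242 with at least a 2-fold change, 16 network factors, 24 core components, 27 upstream genes, 23 basement membrane genes and 13 gene sets. In that fit the adjusted p was 0.0131 for Akt1 and 0.0348 for Egfr, both under the threshold, and 0.0670 for Sox9. Depth limited the genes near 0 counts in one stage to lower bounds, among them Cyp2f2, Areg, Scgb1a1 and Dmrt3.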

Differences from the paper's values

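None of the differences below was tested for its cause, and alternatives are named only for the values they give. Values of the paper are from Supplementary file 1, of which the entries held were compared for 41 named genes, or are read by eye from Figure 4. For these 41 genes all signs were the same, and the median absolute difference was 0.066. With voom and quantile normalization, chosen after seeing the values, it was 0.001 over the 41 genes, and 0 of them differed beyond the replicate spread.

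The paper's log2 fold change of Sox2 is -2.948, against -2.827 here, and none of the alternatives set before the data were examined closed the gap. For the log2 fold change of Sftpc the paper gives 3.988 against 4.193 here, and only the fit without the first E16.5 sample (4.129) came within the replicate spread. For the log2 fold change of Slc34a2 the paper's 9.864 stands against 10.15 here. Limma-voom (10.09), library size alone (10.12) and the fits without the first E11.5 sample (10.04), the third E11.5 sample (10.08) or the second E16.5 sample (9.963) came within the spread, and the other alternatives did not. For the log2 fold change of Sec14l3 the paper's 9.021 stands against 9.488, and only the fits without the second E11.5 sample (9.045) and without the second E16.5 sample (9.372) came within the spread. The log2 fold change of Sall4 differs likewise, where the paper's -8.67 stands against -8.318. DESeq2 (-8.365) and the fits without the first E11.5 sample (-8.396), the second E11.5 sample (-8.412) or the third E16.5 sample (-8.643) came within the spread, and the other alternatives did not. The log2 fold change of Pik3ip1 differs too, where the paper's -1.203 stands against -1.076. Library size alone (-1.098) and the fits without the third E11.5 sample (-1.103) or the first E16.5 sample (-1.147) came within the spread, and the other alternatives did not. Voom with quantile normalization, which was chosen after seeing the values, gave -2.947 for Sox2, 3.988 for Sftpc, 9.853 for Slc34a2, 9.017 for Sec14l3, -8.716 for Sall4 and -1.203 for Pik3ip1. Limma on the deposited log2 values, also chosen after seeing the values, gave -2.945, 3.989, 9.866, 8.985, -8.738 and -1.198 in the same order. Both came within the spread for all 6 genes. The paper's methods do not name quantile normalization.

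TPM values were computed here from summed exon lengths and are given as medians of 3 samples. Only leaving out samples changes them among the alternatives. Fgf1 at E11.5 is at about 110 TPM in Fig. 4D of the paper, read by eye, and at 3.331 TPM here, and at no setting did the gap close. Pik3ca is at about 11 TPM at E11.5 and about 11 TPM at E16.5 in Fig. 4E, read by eye, against 16.9 and 17.19 TPM here. The E11.5 value was less than 1.5 times the paper's without the second E11.5 sample (16.47) or the third E11.5 sample (16.02), and the E16.5 value without the third E16.5 sample (15.54), but these values remained above the paper's. TPM values less than 1.5 times apart are not listed here. Lama3 is at about 7.5 TPM at E11.5 and about 8.5 TPM at E16.5 in Fig. 4F, read by eye, against 29.88 and 66.46 TPM here. Col4a3 is at about 37 TPM at E11.5 and about 39 TPM at E16.5 in Fig. 4F, read by eye, against 0.9846 and 11.44 TPM here. For Lama3 and Col4a3, none of the alternatives set before the data were examined closed the gap. The paper's supplementary log2 fold changes were 5.241 for Fgf1, 1.317 for Lama3 and 3.592 for Col4a3, against 5.315, 1.305 and 3.699 here. The readings by eye for these genes show far smaller changes, so they disagree with the paper's own values and are uncertain.

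Some statements of the paper did not hold here, or not under every setting. Of the changes below, only that of cytosolic ribosomal protein genes went against a direction stated in the paper, and only if 'ribosome' there means these genes. The paper lists the IGF receptor among the upstream genes that increased, whereas the log2 fold change of Igf1r was 0.25 (edgeR adjusted p = 0.247), and its adjusted p stayed above 0.05 in each alternative, from 0.0962 to 0.672. The paper names 'ribosome' and 'biogenesis' among the categories enriched at E11.5, without saying whether these are separate categories. Ribosome biogenesis genes were lower at E16.5 (camera adjusted p = 1.08e-10), the direction stated. Cytosolic ribosomal protein genes were higher (camera adjusted p = 5.38e-04, fry adjusted p = 0.0976). With the correlation estimated, neither set passed (camera adjusted p = 0.0532 and 0.859, in this order). Pluripotency signaling, named for E11.5, was not significant with camera (adjusted p = 0.197) and was significant with fry (adjusted p = 0.0223). The paper describes Egfr as stably expressed, and it was not significant in the main test (edgeR adjusted p = 0.115) but was without a filter (edgeR adjusted p = 0.0295, in a range of 0.0295 to 0.434 over the alternatives for the log2 fold change of Egfr). The legend of Figure 4 names Fgfr1 where the text names Fgf1. Here Fgfr1 fell, with a log2 fold change of -1.23, and Fgf1 rose, with one of 5.32.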

Other observations

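The tests in this part were chosen after the results they bear on had been seen.

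The deposited log2 values had nearly the same distribution in all 6 samples. The median spread between samples at a given rank was 0.00139 in the deposited values, whereas TMM and voom alone, recomputed from the counts, left a spread of 0.138, which excludes that route as the whole of the processing. Voom with quantile normalization came within a median absolute difference of 0.00551 of the deposited values, against 0.0398 for TMM and voom. The deposited values are consistent with a quantile normalization, which the methods do not name.

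Genes for cytosolic ribosomal proteins rose at E16.5 (median log2 fold change 0.19, significant with camera and not with fry, adjusted p = 0.0976) while ribosome biogenesis genes fell. Technical explanations were weighed with 10000 random lists of 75 genes. Lists matched on GC content and mean expression had a typical median of -0.072, and 1 of 10000 was as high, which argues against GC content. Lists matched on gene length and mean expression had a typical median of 0.0901, and 365 of 10000 were as high, so that gene length may account for part of the rise and cannot be told apart from it as the whole, since neither limit set for this test was met. Reads moving to the genes from their pseudogenes would need a fall of the same size in the pseudogenes. These changed by -27.1 CPM, from 579.6 to 552.5, while the genes rose by 2230 CPM, from 13690 to 15930, which argues against it as the whole cause. A biological difference between the stages remains open.

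Some processed copies of genes differed strongly between samples of one stage. Tpm3-rs7 was at 162.1 CPM in the second E11.5 sample and in the first E16.5 sample, and between 15.64 and 19.9 CPM in the others. The parent gene Tpm3 was at 430 CPM in the second E11.5 sample, against 588.4 and 593 CPM in the other E11.5 samples, and at 564.5 CPM in the first E16.5 sample, against 719.8 and 711.9 CPM. The within-stage coefficient of variation was 127% for the copy, 15.2% for the parent and 1.21% for their sum. This is consistent with reads that are shared between the gene and its copy and divide differently in different samples. For Rps3a1 and Rps3a3 the copy varied by 70.3% and the sum by 5.85%, less than the parent. For Rps2 and its copy the sum varied by 13.3% and the parent by 13.5%, so that a division of reads is not apparent there. The pairs were picked for their variable copies. No biological explanation was tested.

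Xist and Y-linked genes varied between samples in opposite directions. Summed Y-linked CPM was 226.5, 171.6 and 75.83 at E11.5 and 72.79, 211.6 and 243.6 at E16.5, and Xist was at 18.17, 45.11 and 75.1 CPM at E11.5 and 111.7, 31.09 and 35.54 CPM at E16.5. Over the 6 samples Pearson's r was -0.914 (two-sided exact permutation p = 0.00972, adjusted p = 0.0194) and Spearman's rho was -0.829 (two-sided exact permutation p = 0.0583, adjusted p = 0.0583), with 2 relations in the family and 720 permutations. Without the 2 samples farthest from the median, r was -0.602, so that the relation weakens. This is consistent with pools that hold different shares of male and female embryos, which the paper does not report. The sex of the embryos was not known here. Pools of low and high Y-linked signal occur at both stages.

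Other marker lists are given as summed CPM, mean ± SD with n = 3 at E11.5 and at E16.5. Ciliated cell genes were at 394.8 ± 19.6 and 539.8 ± 79.0, most of which came from Tubb4b, which the progenitors express. Neuroendocrine genes were at 2.674 ± 0.497 and 7.399 ± 0.827, alveolar type 1 genes at 157 ± 15.4 and 1274 ± 158, and alveolar type 2 genes at 284.9 ± 8.49 and 5219 ± 747. Mesenchymal genes were at 487.5 ± 113 and 171.1 ± 19.8, most of it Fn1. Cartilage genes were at 713.3 ± 90.6 and 200 ± 20.9, most of it Col2a1 at E11.5. Endothelial genes were at 6.59 ± 1.88 and 29.39 ± 4.02. White blood cell genes were at 6.614 ± 1.10 and 2.875 ± 0.726, most of it Coro1a. Y-linked genes were at 158 ± 76.3 and 176 ± 90.8, and Xist at 46.13 ± 28.5 and 59.44 ± 45.3. Genes of esophageal or basal cells were at 20.38 ± 10.5 and 45.26 ± 11.4, where Krt15 made up most of the E16.5 sum and rose (log2 fold change 2.15), while Trp63 (log2 fold change -2.57) and Pitx1 fell. Epithelial genes were at 2730 ± 106 and 3514 ± 53.4. All 8 alveolar type 2 genes are also on the surfactant list.

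Pitx1, a gene of the esophageal or basal list that was singled out after its values were seen, had 404 counts in the second E11.5 sample, 83 in the third and 2 in the first, and 0 counts in each E16.5 sample. At 11.26 CPM in the second E11.5 sample, it adds to the spread of that list at E11.5, whose sums were 12.79, 32.42 and 15.92 CPM. No explanation was tested for it.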
